# Regulation of heterotopic ossification by monocytes in a mouse model of aberrant wound healing

**DOI:** 10.1038/s41467-019-14172-4

**Published:** 2020-02-05

**Authors:** Michael Sorkin, Amanda K. Huber, Charles Hwang, William F. Carson, Rajasree Menon, John Li, Kaetlin Vasquez, Chase Pagani, Nicole Patel, Shuli Li, Noelle D. Visser, Yashar Niknafs, Shawn Loder, Melissa Scola, Dylan Nycz, Katherine Gallagher, Laurie K. McCauley, Jiajia Xu, Aaron W. James, Shailesh Agarwal, Stephen Kunkel, Yuji Mishina, Benjamin Levi

**Keywords:** Transforming growth factor beta, Inflammation, Osteoimmunology, Systems analysis

## Abstract

Heterotopic ossification (HO) is an aberrant regenerative process with ectopic bone induction in response to musculoskeletal trauma, in which mesenchymal stem cells (MSC) differentiate into osteochondrogenic cells instead of myocytes or tenocytes. Despite frequent cases of hospitalized musculoskeletal trauma, the inflammatory responses and cell population dynamics that regulate subsequent wound healing and tissue regeneration are still unclear. Here we examine, using a mouse model of trauma-induced HO, the local microenvironment of the initial post-injury inflammatory response. Single cell transcriptome analyses identify distinct monocyte/macrophage populations at the injury site, with their dynamic changes over time elucidated using trajectory analyses. Mechanistically, transforming growth factor beta-1 (TGFβ1)-producing monocytes/macrophages are associated with HO and aberrant chondrogenic progenitor cell differentiation, while CD47-activating peptides that reduce systemic macrophage TGFβ levels and help ameliorate HO. Our data thus implicate CD47 activation as a therapeutic approach for modulating monocyte/macrophage phenotypes, MSC differentiation and HO formation during wound healing.

## Abstract (web summary)

Aberrant tissue repair may result in heterotopic ossification (HO), but how this process is regulated by local inflammatory responses is still unclear. Here the authors show, using a mouse burn/trauma model, that TGFβ-producing monocytes/macrophages at the injury site contribute to HO induction, while CD47 activation helps antagonize this process.

## Introduction

Trauma remains the number one cause of years of lost life and extremities are the most commonly injured anatomic sites^1,2^. After extremity trauma, an inflammatory response is mounted at the site of injury that promotes wound healing and regeneration of involved musculoskeletal tissues. However, severe trauma can lead to aberrant wound healing through mechanisms of dysregulated inflammation resulting in fibrosis or stem cell differentiation into a tissue distinct from its original fate, such as heterotopic ossification (HO), which commonly occurs after severe burn or trauma^3^. While the interaction between inflammatory cells and their effect on resident mesenchymal stem cells (MSCs) remains unclear, recent studies have identified MSCs capable of multi-lineage differentiation after injury^4^. The process during which HO forms is governed by MSCs that are attempting to regenerate tissue based on cues from the inflammatory niche. HO can occur in nearly any anatomic site and has been described throughout the musculoskeletal system including ligaments^5^, tendon^6^, periosteum^7^ and the fascial or connective tissues surrounding muscles^8^.

Tissue injury leads to a well-orchestrated inflammatory response with recruitment of neutrophils, monocytes and lymphocytes at different phases of inflammation. While monocytes/macrophages have been shown to play a role in aberrant wound healing,^9–11^ the phenotypic and functional heterogeneity of this cell population in musculoskeletal trauma remain poorly understood. M2 macrophages have been described as reparative or anti-inflammatory and are characterized by cell surface expression of CD206 and secretion of IL-10 and TGF-β1^12,13^. *Tgfb1* gene expression is thought to be specific to regenerative macrophages and regulates monocyte/macrophage function^14^. TGF-β1 is also known as a critical regulator of chondrogenic differentiation^15,16^, a process that is essential in ectopic bone formation as it occurs primarily through endochondral ossification^17^ and is a common feature of HO. Recent studies have implicated TGF-β1 signaling in HO^18^, but its cellular origin and role on macrophage phenotype and inflammatory cell niche during aberrant bone regeneration remain unexplored.

In this study, we investigate the inflammatory response occurring at the site of musculoskeletal extremity trauma leading to aberrant cell fate causing HO. Using single cell transcriptome analyses, we identify distinct monocyte/macrophage subsets based on characteristic gene expression profiles at the early stages of inflammation and monitor subpopulation shifts using trajectory analyses. Further, we show that *Tgfb1* expressing macrophages play an important role in driving aberrant mesenchymal progenitor cell differentiation leading to HO through endochondral ossification. Finally, we identify a translational strategy to modulate macrophage function by targeting cell surface receptor CD47, which not only alters *Tgfb1* expression in macrophages, but also changes the phenotype of these cells, leading to attenuation of HO formation. Our findings propose a paradigm to understanding the functional impact of macrophages on MSC fate.

## Results

### Characterization of the inflammatory niche at injury site

To understand the role of inflammation and inflammatory mediators in a post-traumatic response leading to aberrant wound healing, we analyzed both systemic and local cytokine and chemokine production by multiplex bead-based assays after a HO inducing injury. Burn tenotomy (burn/tenotomy) was performed on wild type mice, and tissue homogenates from the extremity injury site, and plasma were collected at days 0 (no burn/tenotomy), 3, and 7 post burn/tenotomy. Multiplex protein analysis revealed local increases in monocyte and neutrophil associated cyto/chemokines. In particular, chemokines responsible for recruitment and activation of these cells were increased at the tenotomy site at 3 days post injury, including CXCL1, CXCL2, and CCL2 (MCP-1) (Fig. 1a). Additionally, monocyte produced chemokines CCL3 and CCL4 were increased (Fig. 1a). CCL3 and CCL4 have been shown to induce the expression of other pro-inflammatory molecules including IL-1, IL-6, and TNF-α^19^, which were also increased at the site of extremity injury in our model (Fig. 1b). Cytokines G-CSF and GM-CSF, important in neutrophil and monocyte/macrophage maturation respectively, were also increased (Fig. 1c). These data point towards neutrophils and monocytes being important players of the immune system during the initial response to musculoskeletal trauma. In addition to neutrophil and monocyte associated factors being increased locally at the site of injury, transforming growth factor beta (TGF-β) 1, 2, and 3 were also increased (Fig. 1d). Interestingly, LIF and CXCL5 were increased, which, in addition to immune modulatory functions, are believed to be important in stem cell recruitment and maintenance (Fig. 1e). Systemically, there were less changes in these inflammatory mediators in the plasma from days 0, 3, and 7 post burn/tenotomy with no significant fluctuations identified over the time course of the experiment (Supplemental Fig. 1). This suggests that changes in monocyte and granulocyte associated factors may be important in the local microenvironment leading to aberrant tissue regeneration as seen in HO formation.

**Fig. 1:**
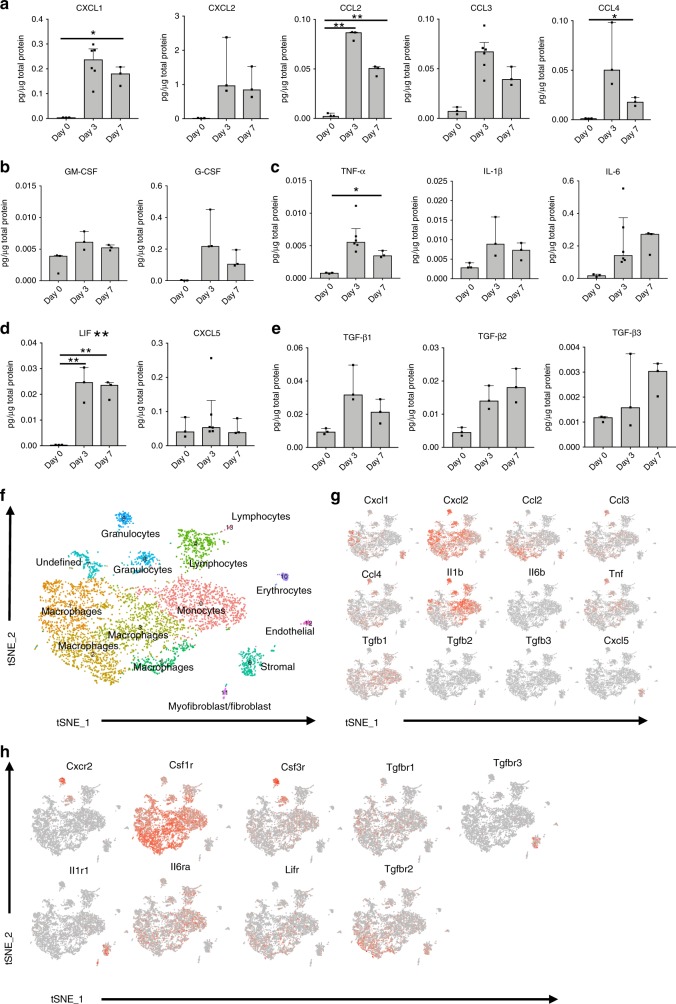
Characterization of the inflammatory niche and immune cell infiltrate at the site of the extremity injury reveals a role for monocytes and macrophages in the initial phases of the pathogenesis of HO. **a**–**c** Injury site homogenates harvested from burn/tenotomy mice on day 0, 3, and 7 post burn/tenotomy. **a** Monocyte/Macrophage associated factors. **b** Monocyte/Macrophage and neutrophil maturation factors. **c** Cytokines stimulated by monocyte factors. **d** TGF family members. **e** Stem cell maintaining factors. Levels of cytokines and chemokines in pg/ug of total protein, data represented as the median with interquartile range. Changes in cytokines and chemokines across day 3 and day 7 vs. day 0 were analyzed by an analysis of variance (ANOVA) with post-hoc Dunnett test (*n* = 3 mice/time point) significance. Non-heteroscedastic data identified by Levene’s test for homogeneity of variances were alternatively analyzed by Welch statistic and post-hoc Dunnett T3. Degrees of freedom (df or df1) across samples = 2. F statistic and significant post-hoc *p*-values respectively: CXCL1: 30.359, *p*(D0 vs. D7) = 0.036, CXCL2: 8.504, CCL2: 268.773, *p*(D0 vs. D3) = 0.000, *p*(D0 vs. D7) = 0.000, CCL3: 16.430, CCL4: 22.441, *p*(D0 vs. D3) = 0.014, G-CSF: 12.579, GM-CSF: 4.988, IL-1b: 3.486, IL-6: 13.019, TNF-α: 38.435, *p*(D0 vs. D7) = 0.019, TGF-β1: 9.156, TGF-β2: 11.376, TGF-β3: 7.362, CCL5: 0.825, CXCL5: 0.825, LIF: 25.368, *p*(D0 vs. D3) = 0.001, *p*(D0 vs. D7) = 0.002 *p < .05 **p < .01. **f** t-SNE dimensionality reduction analysis of single cell sequencing from day 3 cells harvested at the extremity injury site revealed 14 distinct cell clusters (representative, performed in triplicate). **g**, **h** Feature plots displaying the single cell gene expression of **g** monocyte/macrophage cytokines and chemokines increased in the homogenates and **h** their receptors. Source data are provided as a Source Data file.

To obtain an unbiased characterization of cells infiltrating the area of injury and producing these cyto/chemokines, we harvested the tissue at the tenotomy site at day 3, isolated, and performed single cell RNA sequencing using the 10× genomics platform. 

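Cells of the tenotomy site at day 3 after burn/tenotomy were sequenced as 3 libraries with a droplet method that tags each captured transcript with a unique molecular identifier (UMI), so that PCR copies of a molecule count once. The authors deposited the number of UMIs per gene and cell barcode, counted by Cell Ranger against the mm10 genome and not normalized. Barcodes with at least 500 genes and at most 25% mitochondrial UMIs were kept, the limits of the paper's methods, which left 1967, 2137 and 1691 cells in replicates 1, 2 and 3. The cells of each library held 25243407 to 33704901 UMIs (median 29794324), and the median cell held 10288 to 11186 UMIs and 2680 to 2841 genes. Cells were grouped by Leiden clustering on 30 principal components of 2000 variable genes, after the 74 genes for which the paper reports single cell results had been left out of the variable genes. Clusters were named after a cell type, with the ending "-like", from lists of marker genes. No doublets were removed. UMIs were then summed per library and cell type, so that libraries and not cells were the replicates, and pairs of cell types within the same libraries were compared by edgeR's quasi-likelihood test with the library as a block. CPM beside a fold change, the usual counts of a gene scaled to a common library size, are normalized by edgeR's TMM method, and CPM given for a cluster or a cell type alone are relative to all of its UMIs. Shares of cells with a UMI were computed from all UMIs and again after each cell was thinned at random to 1500 UMIs, which left out no cell of the day 3 cell types.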

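The 5795 cells of day 3 formed 21 clusters at a Leiden resolution of 0.8. The paper's text does not name a resolution, so others were tried. Resolutions of 0.4, 0.6, 1.0 and 1.2 gave 17, 20, 23 and 26 clusters. With the 74 reported genes allowed as variable genes the number was 21, and with 15 principal components it was 19.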

Cluster analysis using the t-distributed stochastic neighbor embedding (tSNE) dimensionality reduction identified that there were 14 different cell clusters present at the day 3 injury site. 

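Of the day 3 clusters, 6 with 3457 cells were monocyte/macrophage-like and 2 with 301 cells were granulocyte-like. The genes that led the granulocyte-like clusters included S100a8, S100a9 and Retnlg. Another 2 clusters with 397 cells were dendritic cell-like, and 1 cluster with 760 cells was stromal-like. Endothelial-like, pericyte/smooth muscle-like, erythrocyte-like, plasmacytoid dendritic cell-like, T/NK lymphocyte-like and Schwann cell-like cells formed 1 cluster each, with 96, 95, 82, 35, 23 and 10 cells. The markers named no cell type for 4 clusters with 539 cells.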

Using the Cten and Immgen databases, we identified 5 monocyte/macrophage clusters and two granulocyte clusters based on their top ~50 gene expressing signatures (Fig. 1f). 

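For 12 mediators, the share of each gene's day 3 UMIs that fell in a cell type was taken per library, averaged over the libraries and set beside the share of all UMIs in that cell type. Monocyte/macrophage-like cells were 59.7% of the cells and held 42.4% of all UMIs, stromal-like cells were 12.9% of the cells and held 31.3%, and granulocyte-like cells were 5.39% of the cells and held 3.04%. Monocyte/macrophage-like cells held 65.8% ± 7.17 (SD, n = 3) of the UMIs of Cxcl2, 63.0% ± 9.59 of Ccl3, 61.7% ± 7.03 of Il1b, 67.2% ± 8.04 of Tnf and 66.9% ± 0.171 of Tgfb1. They held 6.81% ± 0.614 of the UMIs of Il6, of which stromal-like cells held 64.4% ± 2.88. Granulocyte-like cells held 15.9% ± 10.6 of the UMIs of Ccl3, 17.0% ± 12.0 of Ccl4 and 13.3% ± 6.28 of Il1b. Compared per UMI by edgeR's quasi-likelihood test over 12591 genes, 6 of the 12 mediators were higher in monocyte/macrophage-like than in stromal-like cells (Cxcl2, Ccl3, Ccl4, Il1b, Tnf and Tgfb1) and 6 were lower (Cxcl1, Ccl2, Il6, Tgfb2, Tgfb3 and Cxcl5), all with an adjusted p under 0.05, over all genes and adjusted over the list alone. Each of the 12 had the same direction in 3 of 3 libraries. Il1b, for example, had a log2 fold change of 3.04 (standard error 0.0895, adjusted p = 1.7e-13, edgeR), and Il6 one of -3.47 (standard error 0.0871, adjusted p = 3.5e-14, edgeR). All 12 stayed past the threshold without the library block, with DESeq2 and with each library left out.

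**Figure D1:**
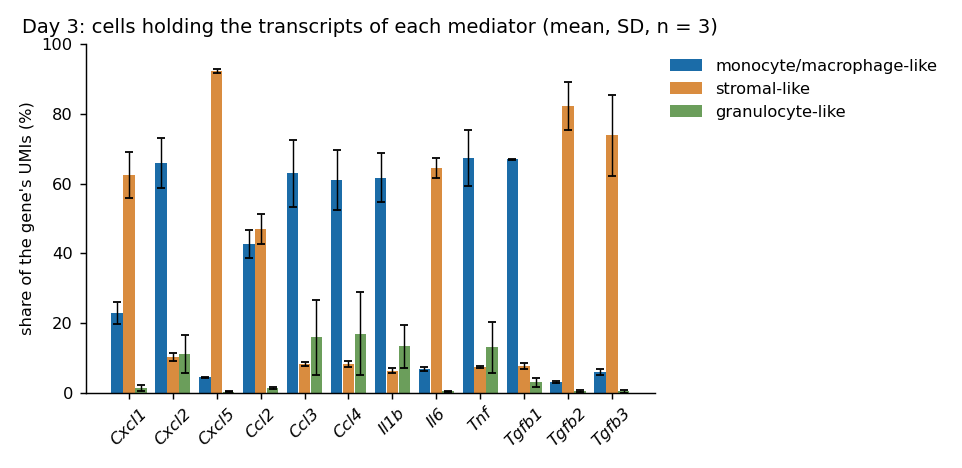
Share of each mediator's day 3 UMIs (percent, vertical axis) that fell in monocyte/macrophage-like, stromal-like and granulocyte-like cells, for 12 genes along the horizontal axis. Bars are means over 3 libraries and error bars are SD; the share of monocyte/macrophage-like cells is 66.9% for Tgfb1 and 4.44% for Cxcl5, that of stromal-like cells 7.72% and 92.1%.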

Using feature plots to identify the expression of the above immune mediators; we found that the monocyte and macrophage clusters were responsible for much of this expression. 

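Cxcl1 (ENSMUSG00000029380, chromosome 5 of GRCm38, 90891241 to 90893115) had 1470.4 ± 17.8 CPM (SD, n = 3) in stromal-like and 467 ± 86.6 in monocyte/macrophage-like cells of day 3, a log2 fold change of -1.67 for the latter (standard error 0.0857, adjusted p = 1.1e-10 from edgeR's quasi-likelihood test, lower in 3 of 3 libraries). Stromal-like cells held 62.5% ± 6.60 of its UMIs and monocyte/macrophage-like cells 23.0% ± 3.16. For Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) the levels were 1317 ± 72.9 CPM in stromal-like and 1027 ± 109 in monocyte/macrophage-like cells, a log2 fold change of -0.36 (standard error 0.0740, adjusted p = 0.000385, edgeR), which was -0.23 without replicate 1 and past the threshold in each case. Stromal-like cells held 47.1% ± 4.26 of the UMIs of Ccl2 and monocyte/macrophage-like cells 42.8% ± 3.99. Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) went the other way, with 764.7 ± 149 CPM in stromal-like and 4157 ± 610 in monocyte/macrophage-like cells and a log2 fold change of 2.45. Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624), from the same mediator list, had a log2 fold change of -4.60, with the higher level in stromal-like cells in 3 of 3 libraries.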

The stromal cells also appeared to contribute to recruitment, as these cells expressed *Cxcl1, Cxcl2*, and *Ccl2* (Fig. 1g). *Tgfb1* was the only TGF beta family member expressed in the monocyte and macrophage clusters (Fig. 1g). 

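Tgfb1 (ENSMUSG00000002603, chromosome 7 of GRCm38, 25687002 to 25705077) had 361 ± 6.08 CPM (SD, n = 3) in the 3457 monocyte/macrophage-like cells and a UMI in 93.5% of them, or in 40.9% after thinning, at a median depth of 9592 UMIs. Tgfb2 (ENSMUSG00000039239, chromosome 1, 186622792 to 186705989) had 0.792 ± 0.213 CPM in these cells, from 30 UMIs, with a UMI in 0.868% of them and in 0.145% after thinning. In dendritic cell-like cells, which should lack Tgfb2, the share was 0.504%, and 0 of 397 cells after thinning, which allows a share of up to 0.756%, at a median depth of 10566 UMIs. Tgfb3 (ENSMUSG00000021253, chromosome 12, 86056745 to 86079041) had 2.89 ± 1.08 CPM, from 111 UMIs. It had a UMI in 3.04% of the monocyte/macrophage-like cells and in 0.607% after thinning, against 4.26 CPM in dendritic cell-like cells. At this depth the levels of Tgfb2 and Tgfb3 in monocyte/macrophage-like cells were not told from background. In stromal-like cells, at a median depth of 35837 UMIs, Tgfb2 had 28.1 ± 5.77 CPM, Tgfb3 48.0 ± 17.8 CPM and Tgfb1 56.5 ± 3.52 CPM. Endothelial-like cells also carried Tgfb1, with 300.3 CPM and a UMI in 31.2% of 96 cells after thinning. Between monocyte/macrophage-like and stromal-like cells the log2 fold change of Tgfb1 was 2.90 (standard error 0.0728, adjusted p = 3.5e-14, edgeR's quasi-likelihood test, higher in 3 of 3 libraries).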

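The level of Tgfb1 was compared between the monocyte/macrophage-like clusters of day 3, numbered here by size and not as in the paper. It was highest in a cluster of 967 cells led by Ifitm6, Ly6c2 and Plac8, with 423 ± 44.4 CPM (SD, n = 3), and in a cluster of 714 cells led by Cd74, H2-Aa and H2-Eb1, with 423 ± 25.7 CPM. The other clusters had 379 ± 15.0 CPM in 225 cells, 323 ± 35.4 in 274 cells led by Isg15, 314 ± 11.7 in 708 cells led by Ccl12 and 309 ± 8.02 in 569 cells led by Ppbp and Spp1. The granulocyte-like clusters had 295 ± 20.8 CPM in 169 cells and 91.5 ± 25.6 in 132 cells.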

Clusters 0, 1, and 3 represent the clusters with most of the *Tgfb1* gene expression. Analyzing the top genes specific in these clusters and doing a literature search of other single cell analysis, we find that populations similar to those seen in our clusters 1 and 3 have been described (Supplemental Table 1). Gene signature similar to our cluster 1 has been seen in atherosclerosis^20^ and acute lung injury^21^ while signatures similar to cluster 3 were seen in myocardial infarction^22^ and atherosclerosis^20^. Cluster 0 does appear unique, as this cluster appears similar to a signature seen when analyzing monocyte-derived clusters from the central nervous system under homeostasis^23^. Further, to understand the cells responding to these mediators, analysis of respective receptors was performed. 

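Csf3r (ENSMUSG00000028859, chromosome 4 of GRCm38, 126024550 to 126044440) had a UMI in 92.4% of the 301 granulocyte-like cells of day 3, or in 52.5% after thinning, at a median depth of 7912 UMIs. In the endothelial-like cells, at a median depth of 22765.5 UMIs, the shares were 18.8% and 0, and 0 of 96 cells allows a share of up to 3.12%. Cxcr2 (ENSMUSG00000026180, chromosome 1, 74153989 to 74161246) had a UMI in 74.4% of the granulocyte-like cells and in 30.6% after thinning, against 10.4% and 0 in the endothelial-like cells. In edgeR's quasi-likelihood test over 10492 genes, Csf3r had 476 ± 69.2 CPM (SD, n = 3) in granulocyte-like and 42.7 ± 4.79 in monocyte/macrophage-like cells, a log2 fold change of -3.48 for the latter (adjusted p = 7.3e-13, lower in 3 of 3 libraries). Cxcr2 had 284 ± 45.3 CPM in granulocyte-like and 4.51 ± 1.41 in monocyte/macrophage-like cells, a log2 fold change of -5.98 (adjusted p = 8.0e-13, edgeR, lower in 3 of 3 libraries). Of 9 receptors compared, 6 passed an adjusted p of 0.05 over all genes (3 higher and 3 lower in monocyte/macrophage-like cells), and 6 passed when adjusted over the list alone. The number depended on the setting most with DESeq2 and with replicate 3 left out, where 3 passed.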

As would be expected, we found that granulocyte colony stimulating factor receptor, *Csf3r*, and the neutrophil chemokine *Cxcl2* receptor (Cxcr2) were expressed in the granulocyte clusters. The macrophage colony stimulating factor receptor, *Csf1r*, responsible for binding M-CSF leading to survival, proliferation, and differentiation of macrophages^24^, was expressed in the macrophage clusters (Fig. 1h). 

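Csf1r (ENSMUSG00000024621, chromosome 18 of GRCm38, 61100598 to 61132149) had 549 ± 44.7 CPM (SD, n = 3) in the monocyte/macrophage-like cells of day 3 and a UMI in 96.1% of them, or in 51.6% after thinning. These cells held 74.8% of the UMIs of Csf1r at day 3. In the stromal-like cells the gene had 46.3 ± 3.25 CPM, and a UMI in 73.7% of the cells at a median depth of 35837 UMIs but in 6.45% after thinning. With edgeR's quasi-likelihood test the log2 fold change between monocyte/macrophage-like and granulocyte-like cells was 0.74 (494 ± 37.2 against 294 ± 17.6 CPM, standard error 0.0907, adjusted p = 1.3e-05, higher in 3 of 3 libraries).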

Unexpectedly, *Csf1r* expression was also seen in our lymphocyte and granulocyte clusters. 

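In the granulocyte-like cells, Csf1r had 263 ± 9.32 CPM (SD, n = 3) and a UMI in 73.4% of the 301 cells, or in 23.9% after thinning, above the thinned share of 7.29% in the 96 endothelial-like cells. The T/NK lymphocyte-like cluster held 23 cells, of which 5 carried a total of 9 UMIs of Csf1r. Its level was 39.4 ± 2.75 CPM, against 41.6 ± 9.18 in endothelial-like cells, and 4.35% of its cells had a UMI after thinning. The median depth was 7312 UMIs in the T/NK lymphocyte-like cells and 22765.5 in the endothelial-like cells. The level of Csf1r in the 23 T/NK lymphocyte-like cells was thus not told from background at this depth, whereas that in the granulocyte-like cells was. Dendritic cell-like cells had 204 ± 4.58 CPM and a UMI in 74.6% of 397 cells.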

Previous studies have shown that while the protein is not produced, transcripts for *Csf1r* can be seen in neutrophils, dendritic cells, and splenic T cells^25–27^. Together these data highlight a key role for monocytes, macrophages, and granulocytes in the initial phases of the pathogenesis of HO.

### Critical initial functions of monocyte-derived macrophages

Since monocyte and macrophage clusters compose the majority of the immune cells present at day 3 in our model and appear to be the cells producing mediators increased at this time point, we performed in depth in vivo analysis of the cellular composition and function of infiltrating immune cells over the course of HO formation. To do this, we first monitored the recruitment of myeloid cells to the site of injury using a reporter mouse model driven by myeloid lineage specific protein LysM (LysM-Cre/mTmG^fl/fl^). 

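Shares of immune cells were computed per library from a clustering of all 39541 cells of the study, which gave each cell the same cell type in every comparison. Monocyte/macrophage-like cells were 84.0% ± 1.51 (SD, n = 3) of the immune cells of day 3, from 82.4% to 85.5% per library, and granulocyte-like cells were 7.08% ± 3.26. The setting that moved the monocyte/macrophage-like share most was that in which the 74 reported genes were allowed as variable genes, with 89.2%. With unnamed clusters that carry the pan-leukocyte gene Ptprc counted as immune cells, a setting chosen after the data were seen, it was 80.1%. From the mediators expressed in these clusters and from their part in the immune cells, the paper reasons that monocytes and macrophages merit a closer analysis in vivo over the course of HO formation.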

Using these mice, we found that green fluorescent myeloid cells were present in high numbers at the injury site 1 week after injury and remained present as late as 3 weeks after injury (Fig. 2a). Next, we monitored myeloperoxidase (MPO) activity, an enzyme commonly expressed in activated neutrophils, monocytes, and macrophages, at the injured site using bioluminescent in vivo imaging over a course of 3 weeks. MPO activity was detected specifically at the ankle and reached a peak on day 1 after injury (Fig. 2b) consistent with an influx of neutrophils observed by flow cytometry at the same time point (Fig. 2c, d). MPO activity decreased thereafter but remained detectable even 3 weeks post-trauma at the tendon injury site, after neutrophils were no longer present, indicating that MPO is derived from recruited monocytes/macrophages at later time points (Fig. 2b, d). In contrast, MPO activity almost entirely disappeared at the burn site on the back where no HO formed (Fig. 2b).

**Fig. 2:**
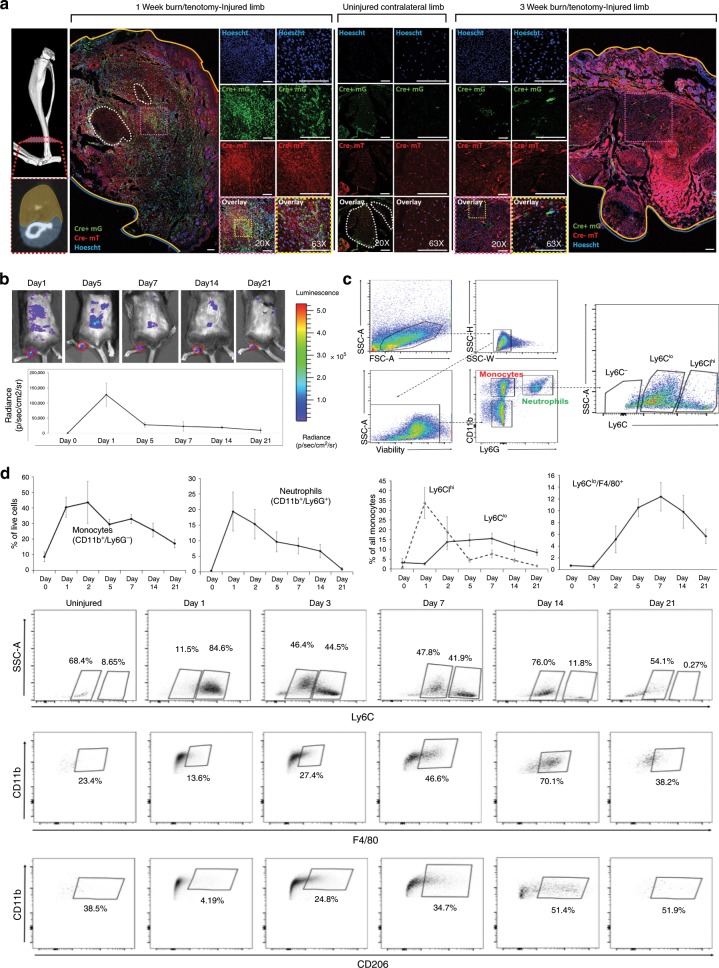
Monocyte-derived macrophages are important in the initial immune response to musculoskeletal injury and persist 3 weeks after injury. **a** Immunofluorescence of LysmCre^+/−^/mTmG^fl/fl^ mice at 1 and 3 weeks after injury localizing EGFP+ myeloid cells. Scale bars correspond to 100 μm. **b** In vivo measurement of inflammation with imaging of myeloperoxidase (MPO) activity. *n* = 3 mice per indicated time point. **Top:** representative images of each time point (scale shown: blue = low, red = high). **Bottom:** quantification of the total bioluminescent signal at the injury site using standardized region of interest (ROIs). **c** Gating strategy for flow cytometry analysis to identify inflammatory cell populations. **d Left:** Quantification of recruitment of inflammatory cell populations over time was analyzed using flow cytometry (*n* = 4 mice per time point). **Right:** Representative flow cytometry plots demonstrating dynamic changes in Ly6C, F4/80 and CD206 monocyte populations over 3 weeks (*n* = 4 mice per time point). Source data are provided as a Source Data file.

Using flow cytometry, we observed an early infiltration of CD11b^+^Ly6G^+^ neutrophils that peaked at day 1 comprising 19% of all cells at the injury site (Fig. 2d, negative gates Supplemental Fig. 2). Similarly, CD11b^+^Ly6G^−^ monocytes were recruited in large numbers comprising over 40% of all cells at day 2. While neutrophils mostly disappeared after 3 weeks, monocytes/macrophages remained the prevalent inflammatory cell population comprising nearly 15% of all cells by 3 weeks (Fig. 2d). Further, we noted that Ly6C^hi^ monocytes, commonly described as the classical pro-inflammatory monocytes^28^, were recruited during the initial stage of the early inflammatory phase and rapidly dissipated by day 5, while Ly6C^lo^ macrophages were present later in the inflammatory response and were the prevalent population that persisted out to 3 weeks after injury (Fig. 2d). Ly6C^lo^ cells also co-expressed the markers F4/80 and CD206 suggesting a more M2 like phenotype (Fig. 2d).

Taken together, this data suggests that monocyte-derived macrophages are important in the initial immune response to musculoskeletal injury, and responses by these cells after injury in this model might contribute to aberrant tissue regeneration as seen in HO.

### Macrophage depletion attenuates aberrant wound healing

Having shown that monocytes are recruited to the site of injury in large numbers we aimed to understand their role in promoting HO formation by using intravenous liposomal clodronate depletion of circulatory monocytes prior to and immediately following burn/tenotomy (Fig. 3a). Clodronate liposomes injected intravenously cannot cross capillary barriers^29^ and therefore do not affect resident macrophages^30^ allowing us to validate the role of primarily circulatory monocytes. Depletion of monocytes was confirmed using flow cytometry, demonstrating significant reduction of the circulatory monocyte population (6.5% vs. 1.1%, *p* < 0.001) at one week after injury without depletion of neutrophils (Fig. 3b). Administration of clodronate for the first three weeks after injury resulted in a significantly dampened inflammatory response at the injury site, reinforced by decreased MPO activity (Fig. 3c) and reduced ankle edema size (Fig. 3d), confirming a critical role of infiltrating monocytes in mounting inflammation. Correspondingly, depletion of circulatory monocytes resulted in decreased recruitment of total monocytes to the site of injury while neutrophil recruitment remained unaffected (Fig. 3b). Interestingly, the decrease in monocytes was attributable to a significant reduction of Ly6C^lo^ monocytes; however, the percentage of Ly6C^hi^ monocytes remained unchanged. Consistent with these findings, the presence of differentiated mature macrophages (CD11b^+^F4/80^+^) were significantly reduced (18.0% vs. 10.7%, *p* < 0.001) (Fig. 3b). To determine changes in the inflammatory milieu both locally and systemically after total monocyte depletion, we used LysMcre-iDTR mice where monocytes were depleted by pre-injection of diptheria toxin (DT) two days before the burn/tenotomy, the day of burn/tenotomy and 2 days after the burn/tenotomy. demonstrated changes to the pro-inflammatory cyto/chemokine levels in the plasma at day 3 (Supplemental Fig. 3). We found changes with regards to pro-inflammatory cyto/chemokines are in the serum at day 3. This suggests that the depletion of macrophages affects the systemic response to the dorsal burn but does not change the early response occurring at the HO site. We found a trend for decreases in plasma CCL2, G-CSF, GM-CSF, IL-1b, IL-6, and TNF-α levels when macrophages were depleted. There were also decreased levels of TGF-β1 at the tenotomy site, albeit not significant (Supplemental Fig. 3). This suggests that depletion of monocytes alters the peripheral response after injury, subsequently affecting the downstream immune cell response which occurs at the injury site.

**Fig. 3:**
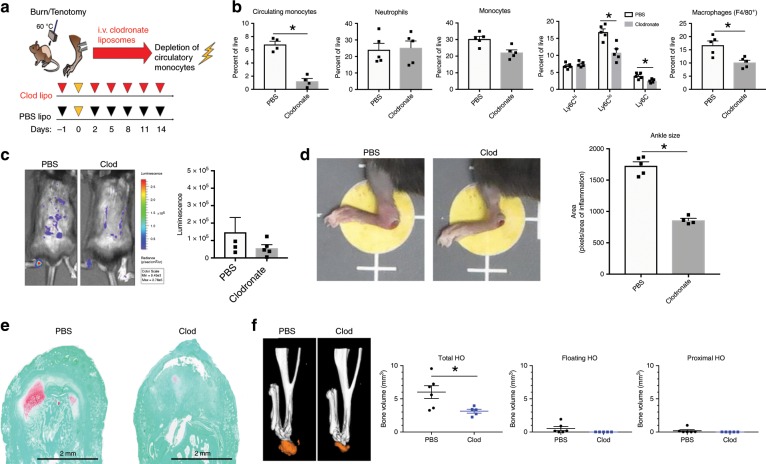
Macrophage depletion reduces acute inflammation and aberrant musculoskeletal wound healing. **a** Schematic of experimental set-up. **b** Flow cytometry analysis of injury site 1 week after burn/tenotomy in mice treated with clodronate or PBS for monocytes (CD11b^+^ Ly6G^−^); neutrophils (CD11b^+^Ly6G^+^); classical monocytes (CD11b^+^ Ly6G^−^ Ly6C^hi^), alternatively activated monocytes (CD11b^+^ Ly6G^−^ Ly6C^lo^) and macrophages (F4/80^+^). Circulating monocytes: *n* = 4/group, df = 8, *t* = −0.213, *p* = 0.000. Injury site: *n* = 4/group, df = 8. Neutrophils: *t* = −0.213,p = 0.837; Monocytes: *t* = 3.490, *p* = 0.008; Ly6C^−^: *t* = 3.193, *p* = 0.013; Ly6C^low^: *t* = 4.139, *p* = 0.003; Ly6C^hi^: *t* = −0.979, *p* = 0.356; F4/80 macrophages: *t* = 3.552, *p* = 0.007. **c** IVIS imaging of MPO activity 1 week after injury in mice treated with clodronate or control (*n* = 4 mice per treatment). Total bioluminescent signal at the injury site using standardized region of interest (ROIs) was calculated and presented as total flux in photons per second per ROI. df = 3.182, *t* = 1.995, *p* = 0.135. **d Left:** representative images of ankle edema present in each treatment group. **Right:** quantification of ankle size. *n*(PBS) = 5, *n*(Clod) = 4, df = 7, *t* = 11.350, *p* = 0.000. **e** Representative Safranin O staining of tendon injury site 3 weeks after burn/tenotomy in clodronate and PBS treated mice. *n* = 3/group. **f** MicroCT analysis of tenotomy site 9 weeks after burn/tenotomy in clodronate and PBS control treated mice. **Left:** representative 3D reconstruction. **Right:** quantification of unthresholded total HO, floating HO (HO not associated with tibia or calcaneus) and proximal HO (HO proximal to the calcaneus). *n*(PBS) = 6, *n*(Clod) = 5. Total HO: *t* = 3.302, df = 5.312, *p* = 0.020; Floating HO: *t* = 1.867, df = 5.002, *p* = 0.121; Proximal HO: *t* = 1.313, df = 9, *p* = 0.222. All analyses assess for homoscedasticity and difference in means via Levene’s F-test and two-tailed Student’s t-test, respectively. *p < 0.05. Source data are provided as a Source Data file.

To determine whether the suppression of the early inflammatory response through monocyte depletion affects pathologic wound healing, we examined the effect on early formation of HO. Mice treated with liposomal clodronate demonstrated decreased formation of the cartilage precursor as evidenced in Safranin O staining of the injury site at 3 weeks (Fig. 3e). As expected, early depletion of circulatory monocytes further resulted in reduced volume of mature HO by microCT quantification in the clodronate group as compared to control (Fig. 3f). These findings reveal a critical role of monocytes/macrophages in initiating the acute inflammatory phase after tissue injury confirming a contribution to aberrant mesenchymal cell differentiation.

### Monocyte/macrophage heterogeneity during trauma induced HO

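Libraries of the extremity injury site from day 0 (4 libraries), day 3 (3 libraries), day 7 (4 libraries) and day 21 (4 libraries) were analysed as UMI counts per gene and cell, the unit the authors deposited. The paper describes day 0 as before injury, whereas the sample labels list the burn for the day 0 libraries as well. After the filters on genes and mitochondrial UMIs, 3561 cells of day 0, 5795 of day 3, 13414 of day 7 and 5345 of day 21 remained. The cells of a library held 3019467 to 5383855 UMIs at day 0 (median 4204788.5), 25243407 to 33704901 at day 3, 33235893 to 39870492 at day 7 (median 34870321.5) and 11064153 to 29233343 at day 21 (median 15964716.5). The median cell held 3414 to 4693 UMIs at day 0, 7099.5 to 8679 at day 7 and 8873 to 12406 at day 21. The file of day 0 replicate 1 was not restricted to called cells and held 1010 barcodes with at least 500 genes. Cell types came from a clustering of all 19 libraries of the study, and UMIs were summed per library and cell type where at least 10 cells were present. Each injured group was compared with day 0 by edgeR's quasi-likelihood test. Monocyte/macrophage-like sums of day 0 held 69 to 135 cells and 280270 to 632643 UMIs. Stromal-like sums could be formed for day 3 replicates 1 and 2 only, with 11 and 31 cells. Where a gene had no UMI in a group, its fold change is given as a lower bound against a floor of 3 counts, and intervals and floors cover counting error only.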

To appreciate the changes of monocytes/macrophages during the initial phases leading to HO formation in an unbiased approach, single cell RNA (scRNA) sequencing was performed from tissue at the extremity injury site collected at days 0, 3, 7, and 21-post injury. Canonical correlation analysis of the 4 datasets yielded 12 transcriptionally unique cell clusters identifiable at the injury site, several with characteristic profiles attributable to known cell types including those classified as stromal cells by expression of *Pdgfrα* (clusters 0 and 6) and a large number of cells expressing markers being related to granulocytes and monocytes/macrophages (clusters 1, 3, 4, 7; Fig. 4a). 

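Without alignment of the libraries, Leiden clustering of the 28115 cells of the 4 time points gave 34 clusters. The number ranged from 25 at a resolution of 0.4 to 40 at 1.2. It was 36 with the reported genes allowed as variable genes and 32 with 15 principal components. Of the 34 clusters, 5 with 7727 cells were stromal-like, 7 with 8547 cells monocyte/macrophage-like, 1 with 391 cells granulocyte-like and 4 with 3361 cells unnamed. Further clusters were endothelial-like (3 with 2468 cells), tenocyte-like (1 with 1199 cells) and chondrocyte-like (1 with 67 cells). In the clustering of all libraries, stromal-like cells were 31.0% ± 5.87 (SD, n = 4) of the cells of day 0, 0.828% ± 0.541 (n = 3) of day 3, 27.4% ± 4.42 (n = 4) of day 7 and 30.3% ± 2.82 (n = 4) of day 21. Pdgfra (ENSMUSG00000029231, chromosome 5 of GRCm38, 75152292 to 75198215) also marked clusters to which the marker lists gave no name. In an unnamed cluster that took up 12.7% ± 2.47 (n = 3) of the cells of day 3, with 744 of its cells from that day, 92.1% of the cells had a UMI of Pdgfra. Day 3 clustered alone gave 760 stromal-like cells, so the low share of day 3 in the joint clustering depends on which clusters the markers named and is no measure of a loss of stromal cells.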

Distinct clusters expressed genes commonly linked to M2 monocytes including *Mrc1* (CD206) and *Arg1* (cluster 1, 3, and 4; Fig. 4b). These findings confirm cellular heterogeneity among monocytes and macrophages at the site of injury during trauma induced HO. 

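Mrc1 (ENSMUSG00000026712, chromosome 2 of GRCm38, 14229392 to 14332057) and Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) were averaged per monocyte/macrophage-like cluster over the libraries with at least 10 of its cells. Mrc1 was highest in clusters of 74 and 1088 cells, with 1342 ± 160 (SD, n = 3) and 1211 ± 193 CPM (n = 12), where Arg1 had 22.0 ± 23.3 and 3.58 ± 7.48 CPM. Arg1 was highest in a cluster of 1821 cells, with 229 ± 248 CPM (n = 7), where Mrc1 had 629 ± 102 CPM. In a cluster of 2061 cells the levels were 430.4 ± 119.7 CPM of Mrc1 and 35.4 ± 24.3 of Arg1 (n = 8). The lowest level of Mrc1, 49.8 ± 36.4 CPM (n = 8), was in a cluster of 1715 cells, where Arg1 had 44.6 ± 42.5 CPM. The libraries averaged differed between clusters and came from different days, so that these ranks may mix cluster with day.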

Analysis of cells from day 0 (prior to injury) in the canonical analysis (Fig. 4c) demonstrated for the first time in this model, macrophages that were present at steady state (resident macrophages) that may play a role in the pathogenesis and the formation of HO (Fig. 4c; cluster 1). 

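Monocyte/macrophage-like cells were 11.0% ± 2.13 (SD, n = 4) of the cells of day 0, from 9.18% to 13.5% per library, or 387 cells. They were 65.0% ± 2.22 (n = 3) of the cells of day 3, 36.3% ± 6.50 (n = 4) of day 7 and 13.4% ± 1.86 (n = 4) of day 21. In edgeR's quasi-likelihood test, 3360 of 6361 genes differed between day 3 and day 0 in these cells at an adjusted p under 0.05, 1594 higher and 1766 lower. Of the settings tried, the filter on low counts moved this number most, to 1989 with at least 10 UMIs required in every library. Between day 7 and day 0, 3357 of 9495 genes differed, 1746 higher and 1611 lower. At day 21 the number was 1805 of 6986 genes, 853 higher and 952 lower.
Among the largest changes, Timd4 (ENSMUSG00000055546, chromosome 11 of GRCm38, 46810800 to 46844332) fell from 96.1 ± 12.4 CPM at day 0 to 0.392 ± 0.328 at day 3, a log2 fold change of -7.78 (adjusted p = 3.2e-09, edgeR, lower in 3 of 3 libraries; -8.64 without day 3 replicate 2). Its log2 fold change was -7.28 at day 7 and -4.96 at day 21. Lyve1 (ENSMUSG00000030787, chromosome 7, 110850607 to 110863239) had a log2 fold change of -4.81 at day 3 and -5.94 at day 7, and Cd163 (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527) one of -2.80 and -4.43. For Mrc1 the values were -1.42 at day 3, -1.53 at day 7 and -0.62 at day 21. Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461) had 6949 ± 1729 CPM at day 0 and 15 UMIs in the 3 libraries of day 3. Arg1 had 0 UMIs in the day 0 cells, against 508 ± 275 CPM (SD, n = 3) at day 3, at least 234-fold higher (adjusted p = 7.4e-06, edgeR, higher in 3 of 3 libraries), at least 69.4-fold higher at day 7 and at least 20.9-fold higher at day 21. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) was at least 139-fold higher at day 3. C1qtnf3, at least 14.3-fold higher at day 7 (adjusted p = 0.0119, edgeR), had an adjusted p of 0.0503 without day 0 replicate 1.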

To determine markers for this population, we analyzed feature plots from day 0 tSNE plots. 

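In the 387 monocyte/macrophage-like cells of day 0, at a median depth of 3732 UMIs, 7 surface and enzyme genes were set beside the 1076 endothelial-like cells, which should lack them, at a median depth of 3420. Thinning to 1500 UMIs left out 33 of the monocyte/macrophage-like cells. Mrc1 had a UMI in 83.5% of the monocyte/macrophage-like cells (71.5% after thinning) and in 1.39% of the endothelial-like cells (0.83%). For Lyve1 the shares were 60.7% (45.5%) and 1.49% (0.725%), and for Cd163 59.4% (46.3%) and 1.39% (0.725%). Timd4 was seen in 24.5% (11.9%) and 0.279% (0 of 965 cells), Fcgr1 (ENSMUSG00000015947, chromosome 3 of GRCm38, 96282909 to 96293969) in 24.0% (12.7%) and 0.0929%, and Siglec1 (ENSMUSG00000027322, chromosome 2, 131069220 to 131086765) in 5.43% (2.82%) and 0.372% (0.207%). Arg1 had a UMI in 0 of 387 cells, which allows a share of up to 0.775%. All of the 6 genes other than Arg1 were higher than in the other cells of the same libraries, over the 10199 genes tested and adjusted over the list alone, in 4 of 4 libraries and with each library left out. The log2 fold change in edgeR's quasi-likelihood test was 7.74 for Mrc1 (1170.3 ± 117 against 5.31 CPM), 7.24 for Cd163, 6.63 for Timd4 and 4.70 for Siglec1, the smallest (14.7 ± 3.20 against 0.493 CPM). That of Lyve1 was 5.69, 6.81 without replicate 4 and 5.10 without replicate 1. For Fcgr1, with 2 UMIs in the other cells, it was 8.93, and 8.17 without replicate 1.

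**Figure D2:**
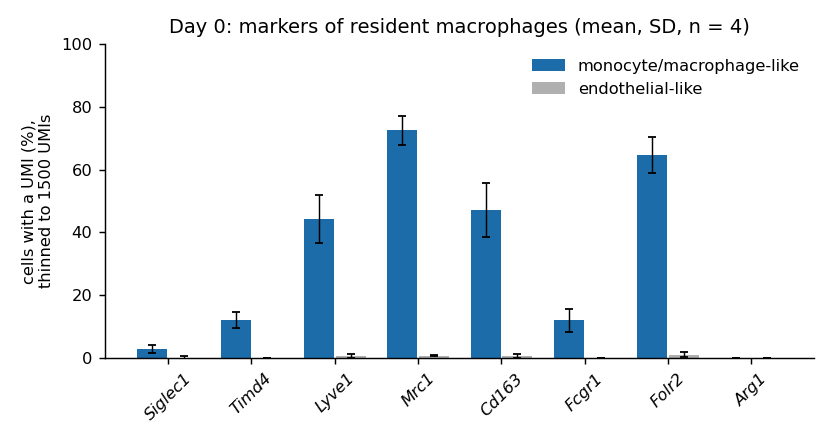
Share of day 0 cells with a UMI of each of 8 genes (percent, vertical axis) after thinning to 1500 UMIs, in monocyte/macrophage-like and endothelial-like cells. Bars are means over 4 libraries and error bars are SD; the mean in monocyte/macrophage-like cells is 72.5% for Mrc1 and 2.96% for Siglec1, and Arg1 is listed at 0.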

Resident macrophages appear to be defined as *Siglec1*^*+*^*, Timd4*^*+*^*, Lyve1*^*+*^*, Mrc1*^*+*^*, Cd163*^*+*^*, Arg1*^−^*, Fcgr1*^+^ cells (Fig. 4d).

**Fig. 4:**
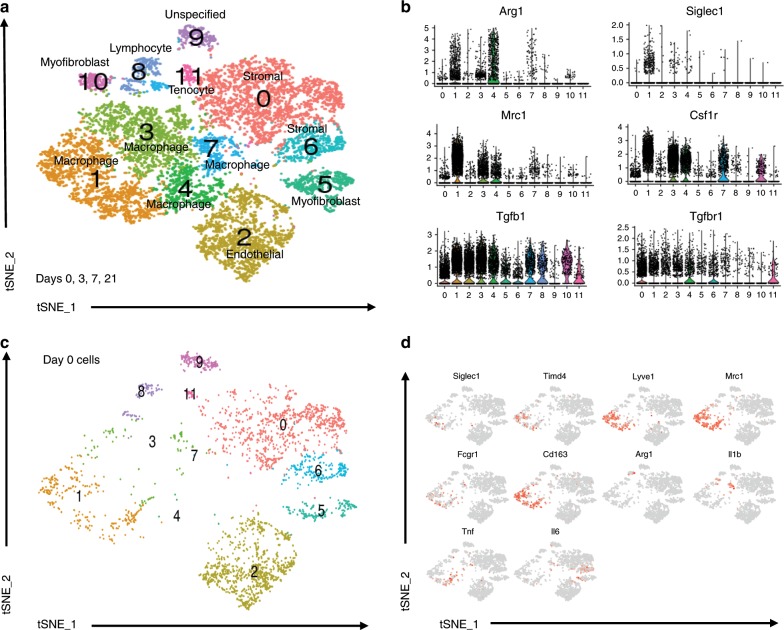
Single cell RNA sequencing reveal multiple monocyte and macrophage clusters during trauma induced HO. **a** Day 0, 3, 7, and 21 combined canonical correlation analysis and T-distributed stochastic neighbor embedding (t-SNE) plot identified 12 distinct cell clusters based on gene expression differences. **b** Violin plots of monocyte/macrophage markers (Siglec1, Arg1, Mrc1, Csfr1), Tgfb1, and Tgfbr1. **c** t-SNE plot displaying only those cells in the canonical correlation analysis from day 0. **d** Feature plots of monocyte/macrophage genes expressed to identify possible resident macrophages at the extremity injury site from day 0 cells.

To understand the hypothetical developmental relationships that might exist within the monocyte and macrophage clusters, we performed trajectory analysis on clusters 1, 3, 4, and 7 using the Monocle algorithm. Three branch points were determined based on changes in monocytes and macrophages gene expression, and this was plotted in pseudotime (Fig. 5a). Clusters were superimposed on the monocle pseudotime plot and revealed that cluster 1 fell towards the beginning of pseudotime while clusters 4, 3, and 7 in that order, followed along the remaining trajectory (Fig. 5b). 

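Monocle2 was not run. The 9640 monocyte/macrophage-like cells of days 0 to 21 were ordered by diffusion pseudotime instead, with the root at the cell nearest the mean of day 0. Arg1, Siglec1, Mrc1, Csf1r, Cd68 and Tgfb1 were left out of the ordering, while other genes of the day 0 cells, such as Cd163 and Lyve1, were not barred. Mrc1 had a UMI in 83.5% of the day 0 cells, so that its fall away from the root was in part set by the choice of root. Within each library, the Spearman correlation of a gene with pseudotime was taken across cells, and the libraries were summarised without a p, since cells are not replicates. Mrc1 had a mean correlation of -0.672 ± 0.0756 (SD, n = 15 libraries) and Csf1r one of -0.433 ± 0.132, and both were negative in 15 of 15 libraries. Siglec1 had -0.152 ± 0.0766, also negative in 15 of 15. Arg1 had 0.103 ± 0.145 over the 11 libraries with a UMI, positive in 8 and negative in 3, with a mean of -0.0995 at day 3 and positive means at day 7 (0.178) and day 21. The ordering was itself correlated with the UMIs per cell, from -0.542 to -0.450 in the libraries of day 3, -0.245 to -0.0962 at day 7, 0.0112 to 0.272 at day 21 and 0.0979 to 0.448 at day 0. Levels were scaled to the UMIs of each cell, and the correlations were not adjusted further for depth. Cd68 had -0.0671 ± 0.231, positive in 7 libraries and negative in 8. Correlated across cells with Arg1 itself, without any ordering, Mrc1 had a mean of -0.104 (negative in 10 of 11 libraries), Csf1r -0.168 (10 of 11) and Siglec1 -0.00874 (6 of 11), while Cd68 had 0.0828, positive in 11 of 11.

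**Figure D3:**
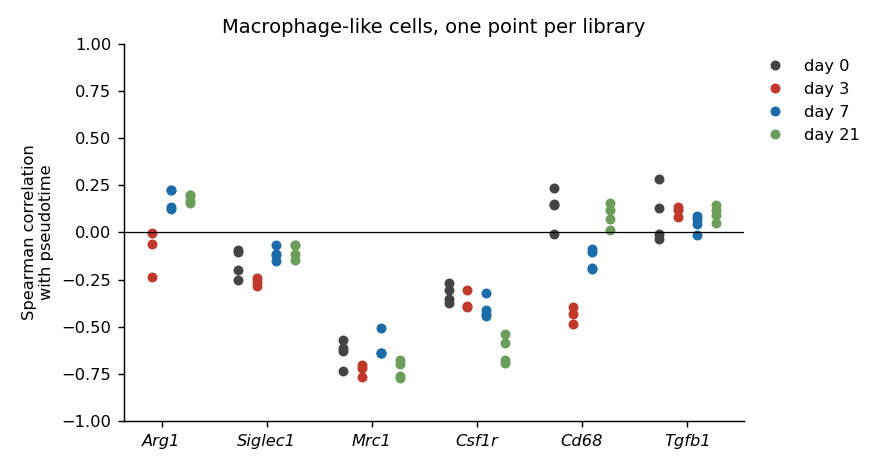
Spearman correlation of 6 genes with diffusion pseudotime across the monocyte/macrophage-like cells of each library (vertical axis, no unit). Each point is a library, coloured by day; Mrc1 and Csf1r lie below 0 in 15 of 15 libraries, and Arg1 lies above 0 in 8 of 11.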

Gene expression plotted by cluster across pseudotime, revealed that increased expression of *Arg*1 was accompanied by a decreased expression of *Siglec1, Mrc1*, and *Csfr1* (Fig. 5c). Analysis of gene expression changes over pseudotime at each branch point (Fig. 5d) allowed us to determine cell markers associated with each branch of the trajectory. 

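With the root set at day 0, the median pseudotime of the monocyte/macrophage-like cells of a library was 0.209 ± 0.0112 (SD, n = 4) at day 0, so that the place of the day 0 cells at the start was fixed by the root. It was 0.382 ± 0.0227 (n = 4) at day 21, 0.433 ± 0.0121 (n = 4) at day 7 and 0.487 ± 0.0133 (n = 3) at day 3. Folr2 (ENSMUSG00000032725, chromosome 7 of GRCm38, 101839988 to 101857194) had a UMI in 71.8% of the day 0 monocyte/macrophage-like cells, or in 64.7% after thinning, against 1.67% and 1.14% of the endothelial-like cells, at median depths of 3732 and 3420 UMIs. Its log2 fold change in edgeR's quasi-likelihood test was -2.23 between day 3 and day 0 and -2.31 between day 7 and day 0, lower in every injured library than in every day 0 library.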

Cells at the beginning of the trajectory are similar to our resident population having markers S*iglec1, Mrc1, Folr2*, and are *Arg1* negative (Fig. 5d; left at midline). The most up-regulated markers for each trajectory are listed in Fig. 5a. Tracking gene expression changes across macrophage states revealed coordinated patterns defining macrophage subset identification and functions. In short, changes after the first branch resulted in two populations: one that was *IL-1b*^*+*^ *Ccl4*^*+*^*, Erg1*^*+*^*, Mrc1*^−^*, Siglec1*^−^, and *Csfr1*^−^, while the other was *Mfge8*^*+*^*, Mgp*^*+*^*, Siglec1*^*+*^*, Arg1*^*+*^, and *Cd68*^+^. After the second branch there was a terminal *Siglec1*^*+*^*, Arg1*^*+*^*, Cd68*^*+*^*, Tgfb1*^*+*^*, Clec4d*^*+*^*, Tnf*^*+*^*, Cxcl3*^*+*^*, Cd14*^+^, and *Chil3*^+^ signature and an intermediate *Mmp2*^*+*^*, Cd81*^*+*^*, Sparc*^*+*^, and *Igfbp7*^+^ subset. At the final branch, there were two subsets characterized by *Trem2*^*+*^*, Apoe*^*+*^*, Spp1*^*+*^*, Arg1*^+^, and *Tgfb1*^+^ expression in the first, and *Plac8*^+^, *Ifitm6*^*+*^*, Igfbp4*^+^, and interestingly, *Col1a1*^*+*^ *Col1a2*^*+*^ *and Col3a1*^+^ expression in the other (Fig. 5a). Taken together this highlights the heterogeneity that is present in the macrophages at the site of extremity injury during trauma-induced HO.

**Fig. 5:**
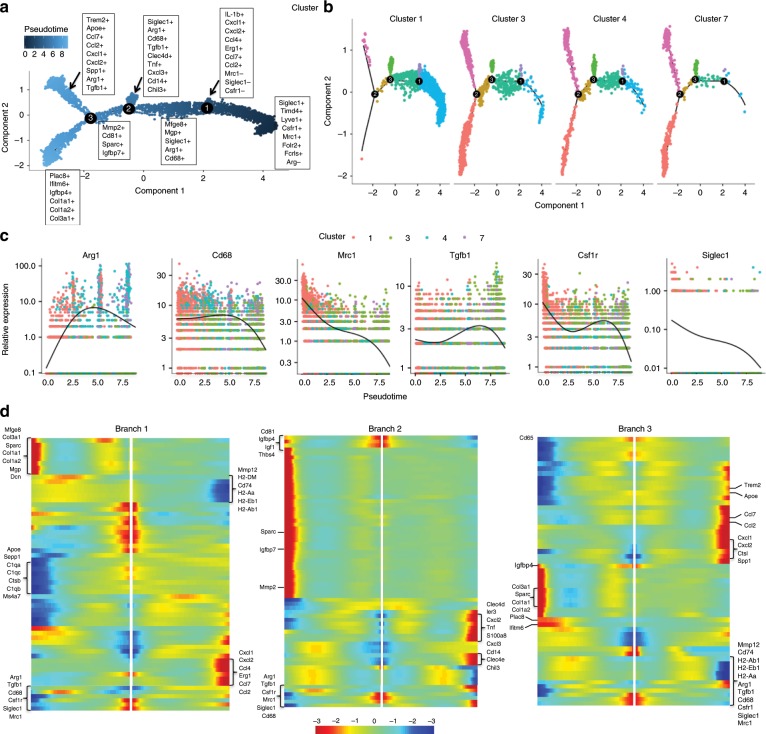
Trajectory analysis of monocyte and macrophages from scRNA occupy differential activation states. **a** Focused Monocle pseudotime trajectory analysis including only the monocyte/macrophage defined clusters 1, 3, 4, and 7 from Fig. 4a. **b** Monocyte/ macrophage clusters superimposed on pseudotime branches. **c** Cluster-defined gene expression plotted as a function of pseudotime. **d** Heatmaps of differentially expressed genes ordered based on their common kinetics through pseudotime displayed at each trajectory branch point as defined in our Monocle trajectory analysis of the monocyte/macrophage clusters (5a).

### *Tgfb1* expression in macrophages drives HO formation

Having established that monocytes and monocyte-derived macrophages are important for HO formation in our burn/tenotomy model, we further explored the pathways underlying this process. Microarray gene set enrichment analysis of peripheral blood mononuclear cells from patients who suffered burn injuries, predisposing them to a higher risk of HO formation, demonstrated elevated TGF-β1 signaling (Fig. 6a; left). Subsequently, HO anlagen was harvested from injured wild type mice and subjected to RNAseq analysis. Interrogation of the data using a publicly accessible gene set enrichment database revealed clustering of highly expressed *Tgfb1* signature genes indicating an activation of the TGF-β1 pathway at the injury site (Fig. 6a; right). Furthermore, we observed increased pSMAD2/3 in tissue homogenates of injured sites by 5 days after injury corresponding to the peak of monocyte recruitment (Fig. 6b). Further, TGF-β1 co-localized with F4/80+ and CD68+ macrophages at the early HO site in both mouse (Fig. 6c) and human (Fig. 6d; left) samples, respectively. In early human HO, pSMAD2 co-localized with PDGFRα, an MSC marker, suggesting TGF-β1 signaling present in these cells at the HO site (Fig. 6d; right). Homogenates from the day 3 extremity after burn/tenotomy displayed high levels of TGF-β1 (Fig. 1d) and single cell analysis from day 3 post injury demonstrated that *Tgfb1*, but not *Tgfb2* or *Tgfb3*, was increased within the monocyte and macrophage clusters (Fig. 1g). 

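In monocyte/macrophage-like cells, Tgfb1 had 375 ± 10.7 CPM (SD, n = 3) at day 3 and 290.5 ± 43.8 (n = 4) at day 0, a log2 fold change of 0.37 (standard error 0.117, adjusted p = 0.0174 from edgeR's quasi-likelihood test). With each library left out the log2 fold change stayed between 0.38 and 0.56. Tgfb2 and Tgfb3 were too low to be tested. Their UMIs in the monocyte/macrophage-like cells of day 0 replicates 1 to 4 were 1, 0, 0 and 0 for Tgfb2 and 2, 2, 0 and 0 for Tgfb3, so no fold change is given.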

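Across the 7 monocyte/macrophage-like clusters of the time course, the mean level of Tgfb1 ran from 208 ± 39.3 CPM (SD, n = 6 libraries) in a cluster of 161 cells to 419.6 ± 76.3 CPM (n = 8) in a cluster of 1715 cells. Clusters of 1627, 1821 and 2061 cells had 329 ± 82.5, 297 ± 31.3 and 279.9 ± 43.4 CPM. The means run over libraries of different days, so that the order of the clusters may mix cluster with day. Relative to day 0, the log2 fold change of Tgfb1 in all monocyte/macrophage-like cells was 0.046 at day 7 (standard error 0.125, adjusted p = 0.815, edgeR's quasi-likelihood test) and 0.076 at day 21 (standard error 0.130, adjusted p = 0.714, edgeR). Both changed sign with 1 library left out, down to -0.023 without day 7 replicate 2 and to -0.0040 without day 0 replicate 3. With diffusion pseudotime, Tgfb1 had a mean Spearman correlation of 0.0868 ± 0.0783 (SD, n = 15 libraries), positive in 12 libraries and negative in 3. Correlated with Arg1 across cells it had a mean of -0.0494, negative in 9 of 11 libraries.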

Finally, in our single cell and trajectory analysis *Tgfb1* is up-regulated in many of the macrophage cell clusters at the HO site (Fig. 5a). Together, these data suggest that *Tgfb1* expressing monocytes/macrophages during the early stages of inflammation, may be important in the aberrant formation of HO in human and mouse.

**Fig. 6:**
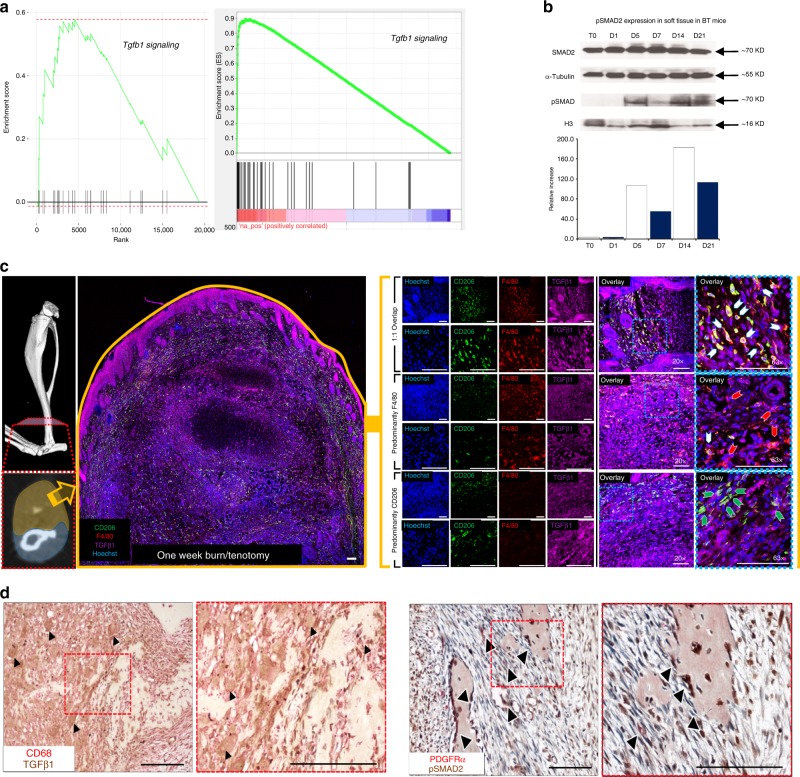
TGF-β1 expressing macrophages are present during HO formation. **a Left:** GSEA analysis of microarray data collected from buffy coat of human burn injury patients at increased risk of HO compared to post-surgical control patients. **Right:** GSEA analysis of RNAseq performed of tendon injury site 3 weeks after burn/tenotomy in mice. **b** Western blot of whole tissue protein collected from the injury site of C57BL/6 J mice after burn/tenotomy at indicated time points. A western blot for p-SMAD2 and H3 was performed on the nuclear fraction and SMAD2 and alpha-Tubulin were performed on the cytosolic fraction. *n* = 5 were pooled for each time point. **c** Co-localization of F4/80+ and TGF-β1 at tendon injury site 1 week after burn/tenotomy. Scale bars correspond to 100 μm. **d Left:** Co-localization of CD68+ and TGF-β1 in early human HO. **Right:** Co-localization of p-SMAD2 and PDGFRα in human HO. Source data are provided as a Source Data file.

To confirm this finding, we hypothesized that monocyte *Tgfb1* deletion would result in attenuation of HO formation. To test this, we crossed LysMCre mice with *Tgfb1*^fl/fl^ mice, creating a myeloid cell specific deletion of *Tgfb1*. These mice did not have differences in body weight or defects in cortical bone thickness (Supplemental Fig. 4) and had demonstrated decreased TGF-β1 expression in bone marrow derived macrophages (Supplemental Fig. 5). LysMCre-*Tgfb1*^fl/fl^ (m*Tgfb1*KO) mice demonstrated a significantly decreased inflammatory response after burn/tenotomy as evidenced in lower MPO activation at the ankle and on the back indicating that *Tgfb1* critically regulates inflammatory function of the infiltrating monocytes in the acute injury (Fig. 7a). Given that *Tgfb1* can alter monocyte chemotaxis^31^, we next interrogated whether inflammatory cell recruitment was altered in m*Tgfb1*KO mice after an HO inducing injury. Seven days after injury, deletion of *Tgfb1* in myeloid lineage cells did not alter the recruitment of cells to the site of injury (Fig. 7b). Most interesting, m*Tgfb1*KO mice demonstrated significantly reduced HO formation at 9 weeks after injury by microCT (Fig. 7c). Analyzing TGF-β1 levels in homogenates and serum from m*Tgfb1*KO mice after burn/tenotomy, we observed no decrease in TGF-β1 at the injury site, but a trend towards a decrease in the serum of m*Tgfb1*KO mice compared to wild type (Fig. 7d), albeit not significant. These data point to *Tgfb1* being deleted from myeloid lineage cells in these mice (lower levels in serum); however we still identified high levels at the site of injury, suggesting that it is not the change in the microenvironment, but the loss of TGF-β1 resulting in an altered macrophage phenotype and functional capacity to promote HO at the site of injury. Analysis of the plasma and tenotomy site in LysMCre-*Tgfb1*^fl/fl^ mice was also performed. There were no significant changes in the levels of pro-inflammatory cyto/chemokines at the tenotomy site. There was a trend for decreases in plasma GM-CSF, IL-1b, IL-6, CCL3, CCL4, CCL5, but no differences in the levels of TGF-β1 (Supplemental Fig. 6). This suggests depletion of TGF-β1 producing monocytes alter the peripheral response and subsequent response occurring at the injury site. This data points to the TGF-β1 production in monocytes as a marker of the cell phenotype important in potentiating ectopic bone formation.

**Fig. 7:**
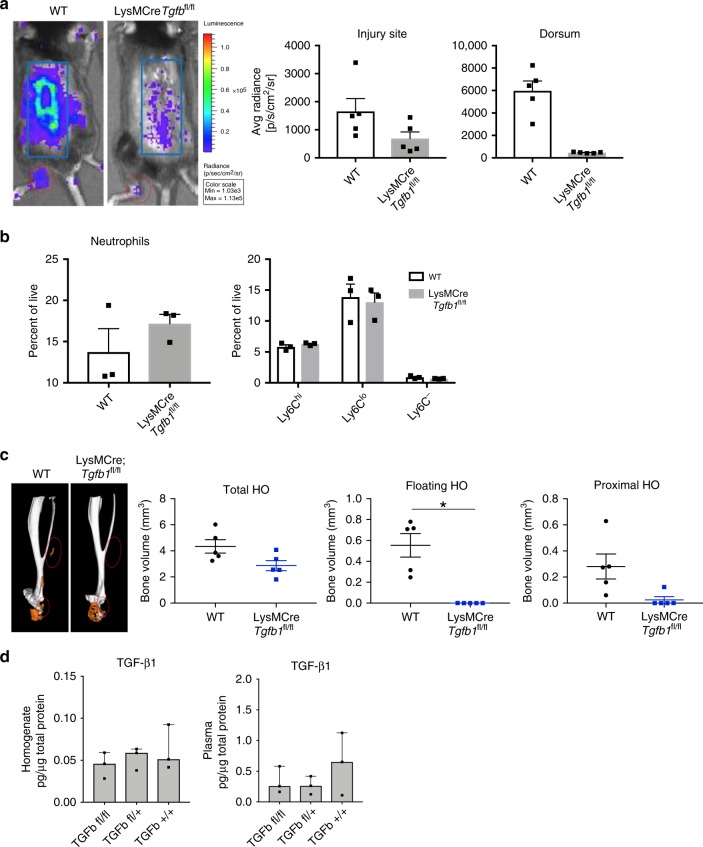
TGF-β1 expression in monocyte-derived macrophages contributes to their pathological phenotype and HO formation. **a** Representative images of IVIS analysis for MPO of C57BL/6 J and LysMCre-*Tgfb1*^fl/fl^ mice bred on a C57BL/6 J background at 1 week after burn/tenotomy. **Right:** quantification of total bioluminescence/region of interest. *n* = 5/group. Injury site: *t* = 1.898, df = 8, *p* = 0.094; dorsum: *t* = 6.385, df = 4.007, *p* = 0.003. **b** Quantification of neutrophils and monocyte subpopulations based on Ly6C using flow cytometry of injury site 1 week after burn/tenotomy in C57BL/6 J and LysMCre-*Tgfb1*^fl/fl^ mice bred on a C57BL/6 J background. *n* = 4 mice/group. *n* = 3/group. Neutrophils: *t* = −1.125, fd = 4, *p* = 0.324; Ly6C^-^: *t* = 1.685, df = 4, *p* = 0.167; Ly6C^lo^: *t* = 0.315, df = 4, *p* = 0.768; Ly6C^hi^: *t* = −1.272, df = 4, *p* = 0.272. **c** MicroCT analysis of tenotomy site 9 weeks after burn/tenotomy in C57BL/6 J and LysMCre-*Tgfb1*^fl/fl^ mice. **Left:** Representative 3D reconstruction. **Right:** Quantification of total HO, floating HO (not associated with tibia or calcaneus) and proximal HO (all HO proximal to calcaneus). *n* = 5/group. Total HO: *t* = 2.290, df = 0, *p* = 0.051; Floating HO: *t* = 4.591, df = 4, *p* = 0.008; Proximal HO: *t* = 2.578, df = 8, *p* = 0.033. **d** Levels of TGFβ1 in pg/ug total protein from homogenates from the extremity injury and plasma from LysMCre-*Tgfb1*^fl/fl^, LysMCre-*Tgfb1*^fl/wt^*, or* wild type mice 3 days after burn/tenotomy *n* = 3 mice in each genotype. n = 3/group, df across groups = 2. F statistics: homogenate TGFB1: 0.588, plasma TGFB1: 1.008. All pairwise comparisons were analyzed for homoscedasticity and difference in means via Levene’s F-test and two-tailed Student’s t-test, respectively. Homoscedastic and heteroscedastic multi-group analyses were performed via ANOVA + post-hoc Dunnett’s test and Welch’s comparison of means + post-hoc Dunnett’s T3 test, respectively. *p < 0.05, **p < 0.01. Source data are provided as a Source Data file.

### CD47-activating peptide alters macrophage phenotype

Given that complete macrophage ablation would abrogate phagocytosis and oxidative burst capacity of macrophages necessary for normal wound healing, and because TGF-β1 signaling plays a critical role in the homeostasis of several essential physiologic processes, global systemic depletion of macrophages could have considerable side effects. Because of this, we sought to find a more clinically applicable approach to altering macrophage phenotype. Previous studies have suggested that CD47 activation modulates *Tgfb1* expression^32,33^, therefore, we treated mice that underwent burn/tenotomy with daily systemic injections of CD47-activating peptide (p7N3) for 3 weeks. Treatment with CD47-activating peptide lead to significantly decreased cartilage formation indicated by Safranin O staining (Fig. 8a) as well as decreased mature HO formation seen by microCT (Fig. 8b). CD47 treatment did not impact the cortical thickness of the tibia (Supplemental Fig. 7). As was seen with m*Tgfb1*KO mice, local TGF-β1 protein levels were not different with CD47 treatment, however there was a decrease in the systemic levels of circulating TGF-β1 (Fig. 8c). Further, QPCR analysis of markers of M1 (*iNos*) or M2 (*Arginase, Mrc1*, and *Tgfb1*) from sorted macrophages from the injury site of day 0, and 3 days post burn/tenotomy, and day 3 post burn/tenotomy with PBS or p7N3 treatment revealed that with p7N3 treatment, the phenotypic characteristics of the macrophages changed at the injury site (Fig. 8d). As expected, p7N3 treatment resulted in decreased levels of *Tgfb1* expression in macrophages; however, while the cells still expressed *Arg1* and *Mrc1*, the levels were decreased and this was accompanied by increased *iNos* expression, suggesting a change in phenotype of these cells (Fig. 8d). There was no difference in phagocytosis capacity of macrophages sorted from p7N3 treated compared to PBS treated animals (Fig. 8e); however, there was a difference in circularity of these cells (Fig. 8f). Protein analysis of the homogenates revealed significant increases in Eotaxin and CCL2 in p7N3 treated animals. Interestingly, there was also an increase in LIF, an IL-6 class cytokine that prevents stem cell differentiation, however this did not reach statistical significance (Fig. 9a).

**Fig. 8:**
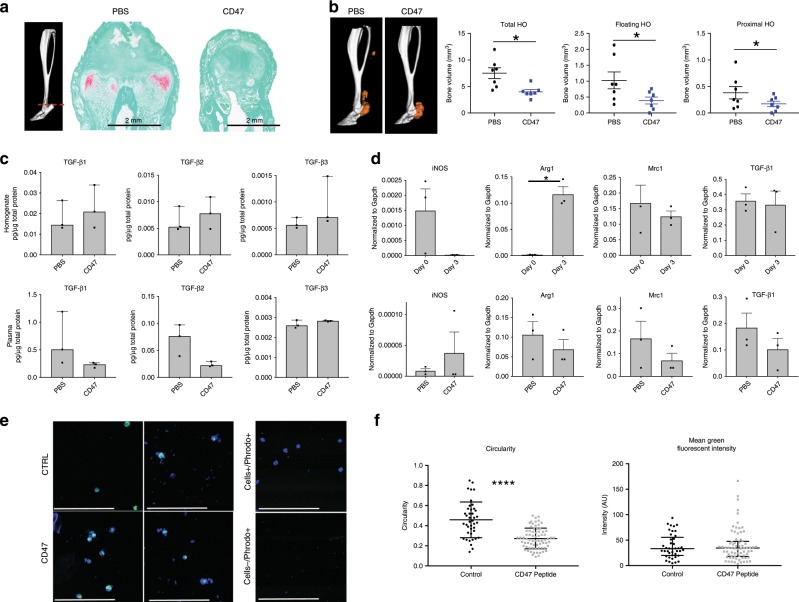
CD47-activating peptide treatment alters macrophage phenotype. **a** Representative Safranin O stain of tendon injury site 3 weeks after burn/tenotomy in p7N3 (CD47 agonist) treated and PBS control mice. *n* = 3/group. **b** MicroCT analysis of tenotomy site 9 weeks after burn/tenotomy in PBS and p7N3 (CD47 agonist) treated mice. **Left:** Representative 3D reconstruction. **Right:** Quantification of total HO, floating HO and proximal HO. *n* = 7/group. Total HO: *t* = 3.415, df = 7.840, *p* = 0.009; Floating HO: *t* = 2.201, df = 12, *p* = 0.048; Proximal HO: *t* = 2.686, df = 8.549, *p* = 0.026. **c** Levels of TGF-β1, TGFβ2, and TGFβ3 in pg/ug total protein and represented as median with interquartile range from **Top:** homogenates from the extremity injury (TGF-β1: *t* = −0.635, df = 4, *p* = 0.560; TGF-β2: *t* = −0.643, df = 4, *p* = 0.555; TGF-β3: *t* = −1.272, df = 2.186, *p* = 0.322) and **Bottom:** plasma from PBS and p7N3 (CD47) peptide treated mice 3 days after burn/tenotomy (TGF-β1: *t* = 1.544, df = 2.037, *p* = 0.260; TGF-β2: *t* = 2.747, df = 4, *p* = 0.052; TGF-β3: *t* = −1.492, df = 4, *p* = 0.210). *n* = 3 mice per treatment group. **d** qPCR analysis of M1 (*iNos*) and M2 (*Arg1* and *Mrc1*) macrophage markers and *Tgfb1* in macrophages isolated from the extremity injury site of naive (day 0), burn/tenotomy day 3, burn/tenotomy day 3 treated with PBS, and burn/tenotomy day 3 treated with p7N3 (CD47) peptide. Day 0 vs. Day 3—*iNOS*: *t* = 2.020, df = 2, *p* = 0.181; *Arg1*: *t* = −6.084, df = 3, *p* = 0.009; *Mrc1*: *t* = 0.703, df = 4, *p* = 0.521; *Tgfb1*: *t* = 0.253, df = 4, *p* = 0.812. PBS vs. CD47 – *iNOS*: *t* = −0.834, df = 2.043, *p* = 0.491; *Arg1*: *t* = 0.895, df = 4, *p* = 0.421; *Mrc1*: *t* = 1.176, df = 4, *p* = 0.305; *Tgfb1*: *t* = 1.186, df = 4, *p* = 0.301. **e** Representative images of phagocytosis assay using macrophages isolated from the extremity injury at day 3 after burn/tenotomy in mice treated with PBS or p7N3 (CD47). PBS *n* = 3, CD47 *n* = 4 approximately 25 cells/mouse. **f** Measurement of cellular circularity Circularity: *t* = 6.119, df = 55.537, *p* = 0.000 and quantification of mean fluorescent intensity phagocytosed by each macrophage. MFI: *t* = −0.357, df = 111, *p* = 0.722. Source data are provided as a Source Data file.

**Fig. 9:**
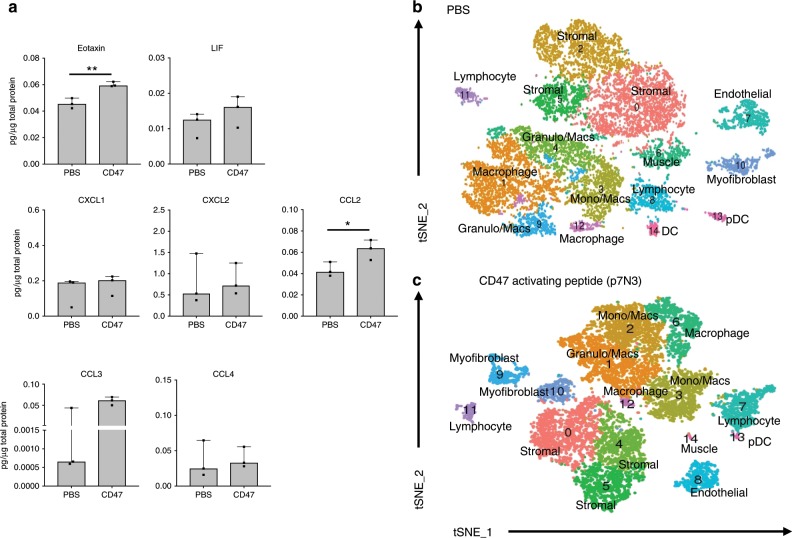
CD47-activating peptide treatment alters the transcriptional profile of macrophages. **a** Changes in cytokine and chemokine levels from homogenates in mice treated with PBS or p7N3 (CD47-activating peptide) 3 days after burn/tenotomy. Eotaxin: *t* = −5.838, df = 4, *p* = 0.004; LIF: *t* = −1.162, df = 4, *p* = 0.310; IL15: *t* = −2.550, df = 4, *p* = 0.063; CXCL1: *t* = −0.604, df = 4, *p* = 0.578; CCL2: *t* = −2.870, df = 4, *p* = 0.045; CCL3: *t* = −1.492, df = 2, *p*-0.274; CCL4: *t* = −0.218, df = 4, *p* = 0.838. **b**, **c** t-SNE dimensionality reduction analysis of single cell sequencing performed on cells from 1 week burn/tenotomy harvested from the site of extremity injury revealed 15 distinct cell clusters in both **b** PBS and **c** p7N3 (CD47) treated mice (representative performed in triplicate). Source data are provided as a Source Data file.

To investigate the effects of p7N3 treatment on the local cellular milieu at the injury site, we performed single cell sequencing on cells isolated from burn/tenotomy mice treated with either p7N3 or PBS. tSNE analysis identified 15 individual clusters in both the PBS and p7N3 treated groups (Fig. 9b, c). 

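p7N3 is a peptide that activates CD47, a surface protein that binds thrombospondin-1 and SIRP alpha. Injury site cells of 4 libraries of day 7 with p7N3 were compared with 4 libraries of day 7 whose labels name no peptide and no vehicle, called here the day 7 libraries without peptide. The labels give no harvest day for p7N3 replicate 4, which was placed at day 7 from the paper, and labels and paper differ on the days of injection, so the schedule of the sequenced mice was not settled. The authors deposited UMI counts for both. After the filters 11426 cells with p7N3 and 13414 without peptide remained, 2527 to 3599 and 2903 to 3668 per library. The cells of a library held 25386054 to 35450868 UMIs with p7N3 (median 31142185.5) and 33235893 to 39870492 without peptide. The median cell held 6534 to 8306 UMIs and 2071 to 2524 genes with p7N3. Single values were compared by exact two-sided permutation tests, whose smallest p with 4 libraries against 4 is 0.0286. Clustered alone, the cells with p7N3 formed 22 clusters and those without peptide 25. Between resolutions of 0.4 and 1.2 the numbers were 20 to 27 and 17 to 29.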

Similar to before, granulocytes, monocytes and macrophages comprised the majority of the immune cells present in both groups. 

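Monocyte/macrophage-like cells were 81.1% ± 1.56 (SD, n = 4) of the immune cells with p7N3 and 80.8% ± 2.68 (n = 4) without peptide, a difference of 0.262 percentage points (exact two-sided permutation test, p = 0.914). The difference was -0.701 points without day 7 replicate 1. Granulocyte-like cells were 1.42% ± 0.642 of the immune cells with p7N3 and 0.972% ± 0.334 without peptide (exact two-sided permutation test, p = 0.229).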

To test the effect of systemic p7N3 treatment on monocytes and subsequent macrophages, analysis of the differences in monocyte/macrophage subsets between PBS and p7N3 treatment groups was performed. 

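Clustered separately, the cells with p7N3 formed 5 monocyte/macrophage-like clusters with 4554 cells, and those without peptide formed 6 with 4766 cells. A further cluster of 255 cells with p7N3 was named granulocyte-like by its markers and carried the genes Nos2, Csf3 and Il1a. In the clustering of all libraries only 82 cells with p7N3 were granulocyte-like, so that most of these 255 cells had another label there.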

We noted that while there were 5 clusters appearing in PBS and p7N3 treated groups, they were not equivalent. Three of the five clusters had overlapping gene expression profiles (Supplemental Table 2), while two were much different (Supplemental Table 3). 

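For each of these clusters, the 50 genes that led it were compared with those of the clusters of the other group. The 5 monocyte/macrophage-like clusters with p7N3 shared 43, 31, 37, 38 and 25 of their 50 genes with the most similar cluster without peptide. The granulocyte-like cluster of 255 cells shared 8. Among the 6 clusters without peptide, 5 shared 43, 31, 37, 36 and 38 genes with a cluster with p7N3, and the remaining one, of 284 cells led by interferon-response genes, shared 7.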

Similar to the QPCR analysis above (Fig. 8d), cluster 12 in the p7N3 treated group had high expression of *Nos2*, where there was no *Nos2* expressed in any of the PBS treated monocyte/macrophage clusters. This cluster also had expression of *Cxcl3*, *Ccl3, Csf3, Il1a*, and *Arg1*. 

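Nos2 (ENSMUSG00000020826, chromosome 11 of GRCm38, 78920787 to 78960254) had 189 ± 302 CPM (SD, n = 4) in the cluster of 255 cells with p7N3 and a UMI in 28.2% of them, at a median depth of 4920 UMIs. In the 5 monocyte/macrophage-like clusters with p7N3 it had 0 to 0.927 CPM, with a UMI in at most 0.505% of the cells at a median depth of 5846 UMIs. In the 6 clusters without peptide it had 0 to 0.675 CPM and a UMI in at most 0.499% of the cells, at a median depth of 5884. Replicate 1 gave 107 of the 255 cells, and replicates 2, 3 and 4 gave 48, 48 and 52. Levels over all monocyte/macrophage-like cells, here and below, use the clustering of all libraries. They may include some of these 255 cells and are no separate evidence. In all monocyte/macrophage-like cells, the level of Nos2 was 14.9 ± 25.8 CPM with p7N3, from 0.891 to 53.5 per library, and 0.271 ± 0.321 without peptide, from 0 to 0.735. Each library with p7N3 was above each library without peptide (exact two-sided permutation test, p = 0.0286), and replicate 1 held the highest value. Nos2 was below the filter of edgeR's test.
A cell was taken to carry the Nos2 signature when it had a UMI of at least 4 of 6 genes that lead the paper's cluster (Csf3, Serpinb2, Il1a, Nos2, Inhba and Egln3). After thinning, 1.08% ± 1.76 (SD, n = 4) of the monocyte/macrophage-like cells with p7N3 carried it and none of those without peptide (exact two-sided permutation test, p = 0.143). The counts with p7N3 were 46 of 1242 cells, 4 of 1484, 0 of 1053 and 3 of 894 in replicates 1 to 4, and without replicate 1 the mean was 0.202%. The clustering moved the share most. With cell types taken at a Leiden resolution of 2, it was 0.0217% with p7N3 (exact two-sided permutation test, p = 1), so that most cells with the signature were then outside the monocyte/macrophage-like cells. Thinning left out no monocyte/macrophage-like cell of either group. Unthinned, the shares were 1.45% and 0.0403%.

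**Figure D4:**
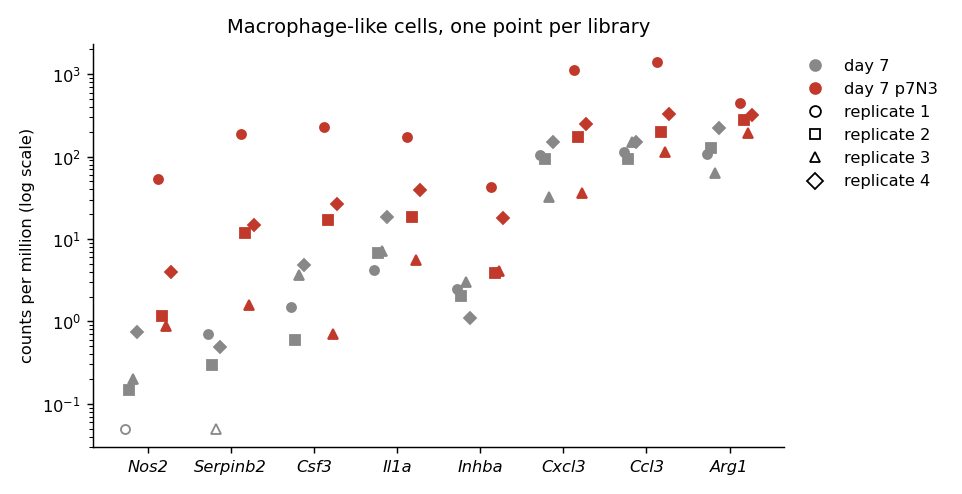
CPM of 8 genes in monocyte/macrophage-like cells (vertical axis, log scale) for the 4 day 7 libraries without peptide and the 4 with p7N3. Each marker shape is a replicate number, open symbols at the bottom stand for 0, and for Nos2 the libraries with p7N3 lie between 0.891 and 53.5 and those without peptide between 0 and 0.735.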

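In the same 255 cells, Cxcl3 (ENSMUSG00000029379, chromosome 5 of GRCm38, 90786103 to 90789600) had 5421 ± 5306 CPM (SD, n = 4), Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) 6144 ± 6170.3, Csf3 (ENSMUSG00000038067, chromosome 11, 98701263 to 98703629) 902 ± 1199, Il1a (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972) 789 ± 832 and Arg1 1373 ± 897. Arg1 was also present in a monocyte/macrophage-like cluster of 1111 cells with p7N3, at 725 ± 43.2 CPM, and in one of 1002 cells without peptide, at 456 ± 96.0. Over all monocyte/macrophage-like cells, the log2 fold change with p7N3 was 4.71 for Csf3, 2.67 for Il1a, 2.05 for Cxcl3, 2.01 for Ccl3 and 1.25 for Arg1, and none passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (0.342 for Csf3 and Arg1). With no filter on low counts, Csf3 (4.72) and Arg1 (1.25) passed. Without p7N3 replicate 1 the values were 2.49 for Csf3, 1.16 for Il1a, 0.67 for Cxcl3, 0.76 for Ccl3 and 1.03 for Arg1. With cell types taken at a Leiden resolution of 2 they were 0.62 for Csf3, 0.42 for Il1a, -0.44 for Cxcl3, 0.44 for Ccl3 and 0.97 for Arg1. The CPM of Csf3, Il1a, Cxcl3, Ccl3 and Arg1 gave exact two-sided permutation p-values of 0.114, 0.2, 0.171, 0.0857 and 0.0571.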

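Inhba (ENSMUSG00000041324, chromosome 13 of GRCm38, 16011851 to 16031621), which encodes the subunit of activin A, had 244 ± 194 CPM (SD, n = 4) in the 255 cells of the Nos2 cluster, from 453 UMIs, and a UMI in 33.7% of them. In the 5 monocyte/macrophage-like clusters with p7N3 it had 0.648 to 4.92 CPM, with a UMI in at most 1.62% of the cells. Over all monocyte/macrophage-like cells the level was 17.1 ± 18.1 CPM with p7N3, from 3.89 to 42.3, and 2.16 ± 0.808 without peptide, from 1.10 to 3.02 (exact two-sided permutation test, p = 0.0286). The log2 fold change was 3.06 (adjusted p = 0.342, edgeR's quasi-likelihood test) and 2.00 without p7N3 replicate 1, and with no filter on low counts it passed the threshold. With cell types taken at a Leiden resolution of 2 it was 0.41.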

Interestingly, this population had high expression of Activin A (*Inhba*; Supplemental Table 3). Activin A has been shown pathogenic in the genetic form of HO, fibrodysplasia ossificans progressiva, however, M1 macrophages have been shown to secrete large amounts of functional activin A promoting the expression of more M1 markers, while also impairing the acquisition of M2 markers^34^. 

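Folr2 had 585 ± 208 CPM (SD, n = 4) in a monocyte/macrophage-like cluster of 700 cells with p7N3 and a UMI in 67.0% of them. In this cluster Mrc1 had 840.5 ± 137 CPM and Ccl12 (ENSMUSG00000035352, chromosome 11 of GRCm38, 82101845 to 82103400) 626 ± 249. Without peptide, a cluster of 290 cells had 960 ± 126 CPM of Folr2, 1028 ± 95.2 of Mrc1 and 519.9 ± 84.9 of Ccl12, and 38 of the 50 leading genes of the cluster with p7N3 were shared with it. A cell was taken to carry the Folr2 signature when it had a UMI of at least 5 of 7 genes (Folr2, Mrc1, Ccl12, Cbr2, F13a1, Fcrls and Clec10a). After thinning, 3.82% ± 2.06 (SD, n = 4) of the monocyte/macrophage-like cells with p7N3 and 4.42% ± 2.19 without peptide carried it (exact two-sided permutation test, p = 0.6), and unthinned 15.6% ± 2.93 and 19.3% ± 4.85 (exact two-sided permutation test, p = 0.257). The difference after thinning turned positive, 0.411 points, without day 7 replicate 3. Over all monocyte/macrophage-like cells, Folr2 had 161 ± 47.3 CPM with p7N3 and 186 ± 63.7 without peptide, and Mrc1 329.5 ± 37.5 and 328 ± 73.4.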

The second divergent cluster had increased expression of markers *Folr2, Mrc1*, and *Ccl12* (Supplemental Table 3), and appeared similar to the resident macrophage like phenotype we observed in 5a. Interestingly, cluster 12 in the PBS treated group displayed an interferon signature similar to that described by Dick et al. in infarcted tissues from a mouse model of myocardial infarction^22^ and by Lin et al. during atherosclerotic progression^20^. 

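Without peptide, a monocyte/macrophage-like cluster of 284 cells had 1147 ± 225 CPM (SD, n = 4) of Isg15 (ENSMUSG00000035692, chromosome 4 of GRCm38, 156199424 to 156200818) and 531 ± 151 of Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731), with a UMI in 90.1% and 70.4% of the cells. The other clusters without peptide had 36.7 to 127 CPM of Isg15, and the highest monocyte/macrophage-like cluster with p7N3 had 246 ± 115 CPM. Over all monocyte/macrophage-like cells, Isg15 had 132 CPM with p7N3 and 126 CPM without peptide (exact two-sided permutation test, p = 0.8), and Ifit3 32.1 ± 8.70 and 46.2 ± 28.5 CPM (exact two-sided permutation test, p = 0.429). The share of cells with at least 4 of 6 interferon-cluster genes (Isg15, Ifit3, Ifit1, Irf7, Ccl12 and Fcgr1) was 1.69% ± 0.716 with p7N3 and 2.20% ± 1.25 without peptide after thinning (exact two-sided permutation test, p = 0.514), and 8.37% and 8.57% unthinned. With a gene fewer required, the difference turned positive, 0.0966 points. Both groups thus held cells with the interferon genes, and a difference in their share was not detectable.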

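The cells with p7N3 and without peptide, clustered together, formed 27 clusters at a resolution of 0.8, 18 at 0.4, 21 at 0.6, 29 at 1.0 and 33 at 1.2. With 15 principal components the number was 23. Of the 27 clusters, 7 with 9459 cells were monocyte/macrophage-like, 3 with 4927 cells stromal-like, 1 with 194 cells granulocyte-like and 1 with 2014 cells tenocyte-like, and 5 with 4314 cells were unnamed.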

Canonical correlation analysis of the two datasets combined demonstrated 16 transcriptionally unique cell clusters (Fig. 10a). 

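Sox9 had 87.6 ± 9.27 CPM (SD, n = 4) in stromal-like cells with p7N3 and 73.1 ± 6.25 without peptide, a log2 fold change of 0.26 (standard error 0.0965, adjusted p = 0.224 from edgeR's quasi-likelihood test over 12740 genes). Runx2 had 41.2 ± 3.35 CPM with p7N3 and 34.5 ± 2.46 without peptide, a log2 fold change of 0.26 (standard error 0.0879, adjusted p = 0.197, edgeR). Acan had 77.0 ± 10.1 and 82.3 ± 18.4 CPM, a log2 fold change of -0.094 (adjusted p = 0.808, edgeR), and Col2a1 (ENSMUSG00000022483, chromosome 15 of GRCm38, 97975602 to 98004695) had 1.71 ± 1.10 and 1.86 ± 1.65 CPM, a log2 fold change of -0.13 (adjusted p = 0.945, edgeR). Over all genes none of the 4 passed an adjusted p of 0.05, while 2 passed at an unadjusted p under 0.05. Adjusted over the list alone, Sox9 and Runx2 were higher with p7N3 (0.0390 for each, edgeR) and no gene was lower. These 2 calls did not hold with the replicate block, with all 5 groups in a single fit, with replicates 1 to 3 only or with tenocyte-like clusters added. With a library left out, they held only without day 7 replicate 3 or without p7N3 replicate 3, and without any other library 0 genes passed. Exact two-sided permutation tests of the CPM gave p = 0.0571 for Sox9 and Runx2, 0.6 for Acan and 0.914 for Col2a1. The direction of Col2a1 changed without day 7 replicate 2, p7N3 replicate 2 or p7N3 replicate 4, to 0.60, 0.12 and 0.13. It also changed with all genes allowed as variable genes, to 0.11. At a Leiden resolution of 2 the direction of both Acan and Col2a1 changed, to 0.16 and 0.30. With tenocyte-like clusters added Acan had a log2 fold change of -0.38 and Col2a1 one of -0.31, and with Pdgfra clusters added, a setting chosen after the data were seen, -0.32 and -1.38, and none passed the threshold.
Within the 5 stromal-like, tenocyte-like and Pdgfra-carrying clusters of the combined clustering, the level with p7N3 was lower in 1 of 5 clusters for Sox9 and for Runx2, in 3 of 5 for Acan and in 2 of 5 for Col2a1. None of these differences had an exact permutation p under 0.05. In the cluster where Sox9 was lower, of 1911 cells, it had 118 ± 22.8 CPM (SD, n = 4) with p7N3 and 133 ± 13.7 without peptide (exact two-sided permutation test, p = 0.286), and Acan had 146 ± 62.2 and 182 ± 61.9 CPM (exact two-sided permutation test, p = 0.486). In an unnamed Pdgfra-carrying cluster of 1456 cells, Acan had 98.0 ± 54.5 and 160.5 ± 62.0 CPM (exact two-sided permutation test, p = 0.2) and Col2a1 0.895 ± 0.809 and 9.08 ± 16.7 CPM (exact two-sided permutation test, p = 0.657).
Over all 12740 genes tested in stromal-like cells, 9 differed with p7N3 at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3 higher and 6 lower, and 1985 had an unadjusted p under 0.05. The largest rises were those of Rdh10 (ENSMUSG00000025921, chromosome 1 of GRCm38, 16105774 to 16133734), with a log2 fold change of 1.25 (91.8 against 38.5 CPM, adjusted p = 0.0446, edgeR), and of Crabp2 (ENSMUSG00000004885, chromosome 3, 87948666 to 87953376), with 1.03 (241.5 against 118.5 CPM, adjusted p = 0.0331, edgeR). The largest fall was that of Ctgf (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683), with a log2 fold change of -1.26 (40.8 against 97.7 CPM, adjusted p = 0.0331, edgeR). The number of genes depended on the setting, most with cell types taken at a Leiden resolution of 2, where 260 passed, 199 higher and 61 lower. It was 131 without day 7 replicate 4, 62 without p7N3 replicate 1 and 0 without any other single library.

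**Figure D5:**
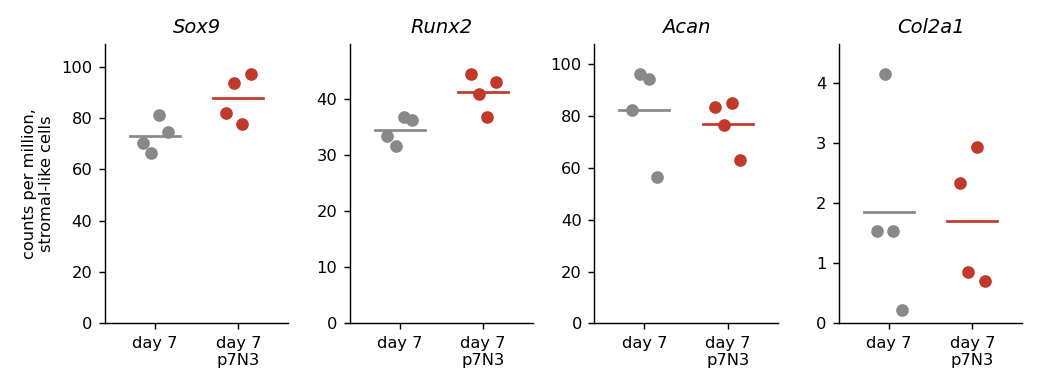
CPM of Sox9, Runx2, Acan and Col2a1 in stromal-like cells (vertical axes, a panel per gene) for each day 7 library without peptide and with p7N3. Points are libraries and lines are means over 4 libraries, 73.1 and 87.6 CPM for Sox9 and 82.3 and 77.0 for Acan.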

We found that stromal cell populations (clusters 1, 3, 5, 6, 7, and 12) from the p7N3 treated group had decreased expression levels in chondrogenic and osteogenic markers *sox9*, *runx2, acan*, and *col2a1* in cluster 3 and 4 compared to the PBS control (Fig. 10b). This was consistent with a decrease in Sox9, a chondrogenic marker, signaling at the HO site in CD47 treated mice as shown by immunostaining (Fig. 10c). Together with the results from above, these findings suggest that in the burn/tenotomy model of trauma induced HO, monocyte-derived macrophages modulate the fate of mesenchymal stem cell populations. Systemic treatment with CD47-activating peptide alters the monocyte/macrophage phenotype, decreases chondrogenic and osteogenic markers, and suppresses HO formation (Fig. 10D). CD47 is known to interact with the immunoglobulin superfamily receptor SIRPα^35^, in order to determine whether this interaction in macrophages from the HO site in our burn/tenotomy model is important in their M2 polarization, we inhibited SIRPα using a blocking antibody and performed burn/tenotomy. Blocking the CD47/SIRPα interaction during burn/tenotomy injury did not result in increased *Nos2 or* decreased *Arg1*, *Mrc1*, or *Tgfb1* that was seen when mice were treated with the CD47-activating peptide p7N3 (Fig. 10e). This suggests that the interaction of CD47/SIRPα is not important to the M2 polarization of the macrophages during burn/tenotomy, and further, the mechanism of action of the CD47-activating peptide p7N3 is not by disrupting the interaction of CD47 with SIRPα. Therefore, future studies are still needed to further elucidate the mechanism by which activating CD47 on the surface of macrophages can alter their phenotype, and thus impact MSC fate.

**Fig. 10:**
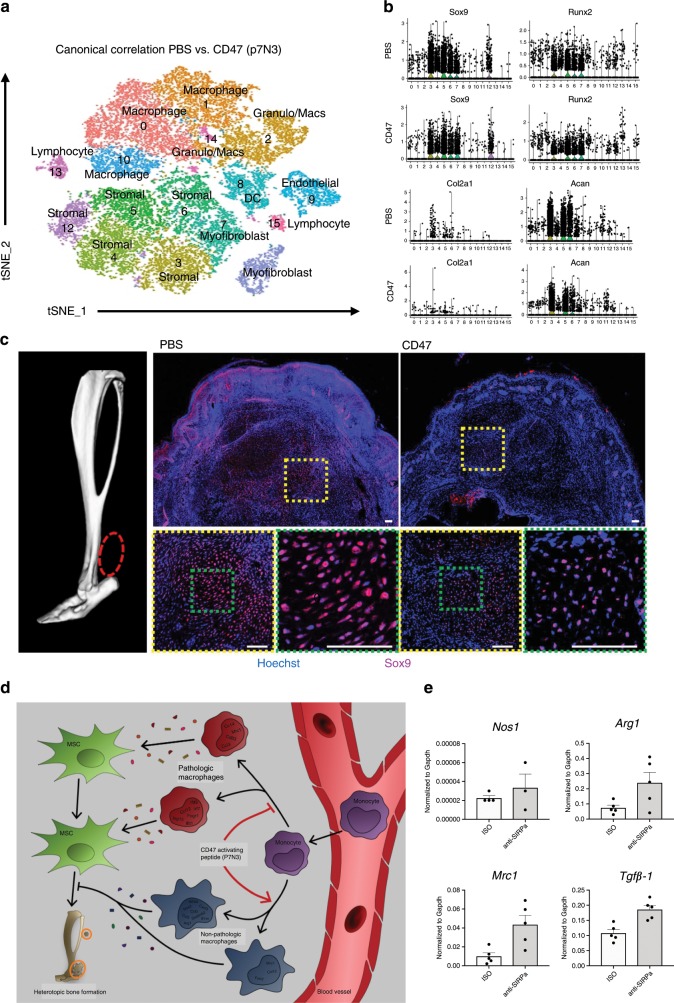
CD47-activating peptide treatment alters mesenchymal stem cell differentiation independent of the action of SIRPα. **a** PBS and p7N3 (CD47 agonist) treatment combined canonical correlation analysis and T-distributed stochastic neighbor embedding (t-SNE) plot identified 16 distinct cell clusters based on gene expression differences. **b** Violin plots for expression of chondrogenic and osteogenic genes. **c** Immunofluorescence for SOX9 in p7N3 (CD47 agonist) treated and PBS vehicle control specimens 10 days after burn/tenotomy. Scale bar represents 100 μm. All pairwise comparisons were analyzed for homoscedasticity and difference in means via Levene’s F-test and two-tailed Student’s t-test, respectively. *p < 0.05, **p < 0.01. **d** Cartoon diagram of macrophage participation in the formation of HO and mechanism of action of p7N3, CD47-activating peptide treatment. **e** Normalized expression of *Nos2*, *Arg1*, *Mrc1*, and *Tgfβ1* from macrophages isolated from the HO site after burn/tenotomy and treatment with vehical (veh) or anti-SIRPα. Source data are provided as a Source Data file.

## Discussion

Despite an improved understanding of the progenitor cell niche capable of multi-lineage differentiation after musculoskeletal injury, little has been described about how this response is driven by the interaction with inflammatory cells to facilitate regeneration versus aberrant healing^4^. Recruited circulatory monocytes establish a regenerative milieu at the site of injury through secretion of a myriad of cyto/chemokines. However, monocytes and macrophages are a heterogeneous population of cells comprised of functionally distinct subpopulations and their accurate identification has been hampered by a lack of sensitive biological tools. In this study, we identify cytokines that are expressed in the initial phase of the inflammatory response and characterize the inflammatory cells recruited in a model of musculoskeletal trauma leading to aberrant regeneration. Formation of HO has been shown to require the recruitment of macrophages and mast cells for genetic and neurogenic HO, however, there is limited granularity on how different macrophage subpopulations may contribute to aberrant mesenchymal cell differentiation^9–11^. Our study utilizes single cell RNA sequencing to delineate monocyte/macrophage subpopulations that are thought to be functionally distinct based on their transcriptional profiles. We observed temporal changes in these subpopulations over the course of the inflammatory response that indicate a close interaction with mesenchymal progenitor cells leading to aberrant healing. While immune modulating therapies have become a mainstay in cancer therapies, they have failed to translate to diseases of non-oncogenic aberrant cell fate^36–39^. Here, we have validated a therapeutic approach that modulates the macrophage phenotype to prevent aberrant musculoskeletal regeneration in a model of HO. We report comprehensive studies demonstrating the necessity, role, function and phenotype of monocytes/macrophage subpopulations at baseline and after musculoskeletal extremity trauma.

To better characterize the contribution of inflammatory cells during initiation and expansion of HO, we analyzed the injury site at steady state and during a time course following burn/tenotomy injury that models traumatic HO formation. Neutrophils appeared early after injury but declined during the expansion phase with an influx of monocytes. We then demonstrated that the non-classical Ly6C^lo^ monocyte subpopulation remained present at the injury and appear to play a more central role in aberrant regeneration than the Ly6C^hi^ population.

Though recent studies have implicated macrophages in genetic and neurogenic HO^9–11^, depletion studies performed with clodronate do not characterize monocyte subpopulations from which the macrophages derive, nor do they describe the function of the macrophages in the HO microenvironment. In order to obtain an unbiased characterization of the subpopulations of monocytes/macrophages contributing to HO, we performed high throughput RNA sequencing on over 5000 individual cells at multiple key time points after injury. Our study discovered multiple macrophage subpopulations at baseline (no injury), early time points (3 and 7 days after injury) and late time points (21 days after injury) of which some could be attributed to M1 and M2 phenotypes as described by Mantovani et al.^40^, however, other subpopulations appeared to not conform and constitute previously uncharacterized subpopulations. Our findings reveal a high level of macrophage heterogeneity suggesting the existence of unexplored populations warranting further functional investigation. Furthermore, single cell transcriptional analysis revealed predetermination of aberrant chondrogenic cell fate of the mesenchymal progenitor cell population as early as 3 days after injury indicating that the inflammatory phase is the critical time window for therapeutic targeting.

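Stromal-like sums of day 3 came from 2 libraries with 11 and 31 cells, and in edgeR's quasi-likelihood test 1874 of 8795 genes differed from day 0 at an adjusted p under 0.05, 1002 higher and 872 lower. With unnamed Pdgfra clusters added to the stromal-like cells, a setting chosen after the data were seen, 6863 genes differed and all 3 libraries could be used. Sox9 (ENSMUSG00000000567, chromosome 11 of GRCm38, 112782224 to 112787760) had 22.6 ± 14.6 CPM (SD, n = 2) at day 3 and 31.7 ± 9.73 (n = 4) at day 0, a log2 fold change of -0.10 (standard error 0.418, adjusted p = 0.904, edgeR). Its direction changed to 0.37 (adjusted p = 0.117, edgeR) with the Pdgfra clusters added and to 0.95 with tenocyte-like and chondrocyte-like clusters added. Acan (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099) had 22 UMIs in the day 3 stromal-like cells and 0 at day 0, and Runx2 (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) had 9 and 2. Both genes were below the filter of the test. The stromal-like sums held 750351 UMIs at day 3 and 6014633 at day 0, so that the higher counts of day 3 came from the smaller sum. With the Pdgfra clusters added, Runx2 had a log2 fold change of 5.63 at day 3. Tnn (ENSMUSG00000026725, chromosome 1, 160085029 to 160153580) was at least 171-fold higher at day 3 (adjusted p = 3.4e-07, edgeR, higher in both libraries).
At day 7, 6146 of 11848 genes differed in stromal-like cells, 3096 higher and 3050 lower, and at day 21 3551 of 10396, 1796 higher and 1755 lower. Sox9 had a log2 fold change of 1.32 at day 7 (adjusted p = 9.3e-06, edgeR) and 0.48 at day 21 (adjusted p = 0.0327, edgeR), where the call was lost with DESeq2 and with day 0 replicate 1 or 3 or day 21 replicate 1, 3 or 4 left out, and the log2 fold change was 0.30 without day 0 replicate 1. Acan was at least 163-fold higher at day 7, with 83.2 ± 18.2 CPM (SD, n = 4) against 0 UMIs, and at least 78.0-fold higher at day 21. The ratio of Runx2 to its 2 UMIs at day 0 was 104 at day 7 (95% counting interval 28.8 to 861) and 60.4 at day 21 (16.6 to 500.3). From the transcripts of the mesenchymal cells at day 3, the paper proposes that their chondrogenic fate is set early and that the inflammatory phase is the window in which to treat.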

In order to devise a macrophage directed therapy that would not abrogate phagocytosis and oxidative burst capacity of macrophages, which is necessary for normal wound healing, we set to target macrophage phenotype and function. We identified *Tgfb1* producing macrophages as a critical link between inflammation and aberrant mesenchymal differentiation, it is expressed by recruited macrophages and its absence in myeloid cells significantly attenuated the aberrant formation of HO after musculoskeletal trauma. Previous reports have suggested that activation of CD47 can reduce the expression of *Tgfb1*^32,33^. We found that systemic administration of a CD47-activating peptide after injury altered macrophage subset phenotypes. These cells appeared to carry characteristics of both, M1 and M2 phenotypes, according to traditional markers such as *Arg1, Nos2, Mrc1*, and *Tgfb1*. This treatment also decreased chondrogenic differentiation of the mesenchymal cell subpopulations and attenuated HO formation. These findings were not due to a simple reduction in *Tgfb1* expression, as the levels of TGF-β1 at the injury site and serum were not significantly affected. 

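Over all monocyte/macrophage-like cells, edgeR's quasi-likelihood test called 0 of 10904 genes different between p7N3 and the day 7 libraries without peptide at an adjusted p under 0.05, and 879 at an unadjusted p under 0.05. The setting that moved this number most, no filter on low counts, gave 33 genes, 30 higher and 3 lower, and DESeq2 gave 24, of which 20 were higher. With each library left out the number stayed at 0. Mrc1 had a log2 fold change of 0.0083, and Tgfb1 one of -0.033. Both changed direction with some libraries left out, to -0.091 for Mrc1 without day 7 replicate 2 and to 0.011 for Tgfb1 without p7N3 replicate 2. The paper concludes that the peptide, which activates CD47, altered the phenotypes of macrophage subsets, and from Arg1, Nos2, Mrc1 and Tgfb1 it proposes that these cells carry traits of both states. Its evidence includes qPCR of macrophages sorted at day 3 after p7N3 or PBS. No p7N3 library of day 3 was available here, so the day 7 values do not test that result.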

Rather, it indicates a modulatory effect on the macrophage phenotype leading to a more regenerative healing process. Together, our observations provide a model to understand the interaction between immune cells and local progenitor cells at a site of musculoskeletal extremity injury. Future studies will be needed to further elucidate the role of macrophage phenotype, interactions with MSCs that would drive or prevent osteogenic differentiation, and the formation of HO after severe trauma.

Altogether, our findings reveal a critical role for the interaction of macrophage subpopulations with mesenchymal progenitor cells that governs aberrant stem cell fate. Understanding the myeloid specific signals driving mesenchymal cell fate early in extremity trauma is critical to understanding regenerative biology. While the model in our studies employs a tendon injury, tissues present in other musculoskeletal sites likely have significant overlap in the subpopulations of mesenchymal cells and myeloid cells. Once thought of as reparative, we believe that heterogeneous macrophages are central mediators of progenitor cell fate, and thus could offer novel therapeutic targets for HO or other musculoskeletal injuries in the future. Improved delineation of the functional heterogeneity in recruited inflammatory cells may allow for targeted modulation and control of mesenchymal cell differentiation to restore regenerative pathways and avoid pathologic healing.

## Methods

### Animal use

All animal procedures were carried out in accordance with the guidelines provided in the Guide for the Use and Care of Laboratory Animals from the Institute for Laboratory Animal Research (ILAR, 2011) and were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Michigan (PRO0007930). All animals were housed in IACUC-supervised facilities at 18–22 °C, 12-h light–dark cycle with ad libitum access to food and water. For all in vitro and in vivo studies requiring wild-type mice, young adult male (6–10 weeks old) C57BL/6J mice were purchased from Jackson Laboratories (Bar Harbor, ME).

### Transgenic strains

C57BL/6J background *LysM-Cre/Tgfb1*^*fl/fl*^ (compared to strain and age matched control), LysM-Cre/iDTR^fl/fl^ (compared to littermate control) and LysM-Cre/mTmG^fl/fl^ were bred by crossing the respective alleles and then crossing heterozygous mice for both traits to obtain mice undergoing experiments. Littermates were used as controls where possible. Tail specimens were genotyped using PCR methods and through commercial genotyping resources (Transnetyx, Cordova, TN, USA).

### Burn/tenotomy HO model

A partial-thickness scald burn injury was administered to animals according to a previously described protocol by a single surgeon.^41,42^ Briefly, mice were anesthetized with inhaled isoflurane. Dorsal hair was closely clipped, and an aluminum block heated to 60 °C was exposed to the dorsal region over 30% of the total body surface area for 18 s to achieve a partial-thickness burn injury. Each mouse then received a concurrent sterile dorsal hind limb tendon transection at the midpoint of the Achilles tendon (Achilles tenotomy) with placement of a single 5-0 vicryl suture to close the skin. Pain management was achieved with subcutaneous injections of buprenorphine (Buprenex, Reckitt Benckiser Pharmaceuticals) every 12 h for 2 days. In certain groups, mice were treated with clodronate (200 μl i.v. every 2-3 days), CD47-activating peptide (10 mg/kg i.p. daily), or anti-SIRPα/isotype control (Bioxcell 100 μg i.p. on days −2 and 0).

### Flow cytometry

After burn/tenotomy the soft tissue around the injury site was dissected from the posterior compartment between the muscular origin and calcaneal insertion of Achilles tendon at the indicated time points. Corresponding soft tissue including intact Achilles’ tendon was also harvested from the uninjured contralateral hind limb. Tissue was digested for 45 min in 0.3% Type 1 Collagenase and 0.4% Dispase II (Gibco) in Roswell Park Memorial Institute (RPMI) medium at 37 °C under constant agitation at 120 rpm. Digestions were subsequently quenched with 10% FBS RPMI and filtered through 40μm sterile strainers. Specimens were blocked with anti-mouse CD16/32 and subsequently stained using the following antibodies: FITC:Ly6C, BV510:CD11b, APCH7:Ly6G, BB700:F4/80 (BD), BV421:CD206 and BV650:MHCII (BioLegend). Stained and washed samples were run on a FACSAria II for cell sorting or LSRFortessa for analysis (BD) and analyzed using FlowJo software.

### Immunofluorescence

Histologic evaluation was performed at indicated time points in wild-type and LysM-Cre/mTmG^fl/fl^ tandem reporter mice following burn/tenotomy. HO anlagen was carefully dissected from injured hind limbs and fixed in 4% paraformaldehyde for 8–12 h in 4 °C. Specimens were cryoprotected with 25% sucrose overnight, embedded in OCT, and cut into 7μm sections. All specimens except for F4/80 and TGFB1 underwent citrate buffered heat antigen retrieval at 70 °C overnight. Sections were subsequently blocked with 2% serum, 1% BSA, and 0.1% fish skin gelatin. Sections were labeled with the following antibodies: rat anti-PDGFRa (santa cruz sc-338, 1:100), rabbit anti-sox9 (abcam ab185230, 1:200), rabbit anti-TGFB1 (Novus NBP1-45891, 1:100), rat anti-CD16/32 (BD 5531410, 1;100), goat anti-CD206 (RD AF2535, 1:50), rat anti-F4/80 (abcam ab6640, 1:50), and rabbit anti-pSMAD3 (Novus NBP1-77836, 1:100), donkey anti-rat alexa fluor 594, 1:500 (Invitrogen 40-0800) and donkey anti-rabbit alexa fluor 488, 1:200 (Invitrogen A-21208). Primary and fluorophore conjugated secondary antibodies were diluted 1:50 (2–4 μg/mL) and 1:200 respectively. Nuclear counterstain was performed with Hoechst 33342 (Life Technologies). Appropriate primary antibody and biological negative controls were run simultaneously with each tested sample.

Antibody labeled sections were imaged with epifluorescent upright scope (Olympus BX-51) equipped with DAPI, single-, and dual-cube 488 nm/TRITC filters attached to an Olympus DP-70 high-resolution digital camera. Each site was imaged in all channels and images were overlaid in Olympus DP Viewer or Photoshop before examination and quantifications in Image J. Images were adjusted only in brightness and contrast identically across comparison groups for clarity where indicated.

### Immunohistochemistry

29 cases of heterotopic ossification (HO) were identified in our surgical pathology archives (Johns Hopkins University) under IRB approval, with re-review of all material to verify the diagnostic accuracy (A.W.J.). Three cases with the earliest histologic phase of HO were identified (3/29), including nodular fasciitis-like areas with sheets and fascicles of plump spindled myofibroblastic cells with woven bone formation. 10 μm thick sections were prepared and pretreated with xylene and different concentrations of ethanol. Antigen retrieval was performed by using trypsin enzymatic antigen retrieval solution (Cat no. ab970, Abcam) for 10 mins at room temperature. After washing in PBS, the sections were incubated in 3% hydrogen peroxide for 20 mins for blocking with endogenous peroxidase and followed by washing with PBS. Next, the slides were blocked with 5% goat serum (Cat No. S-1000, Vector Laboratories)) for 1 h and then probed with a rabbit anti-human CD68 (Cat no. ab125212, Abcam) in 1:100 concentration overnight at 4 °C. The next day, the sections were washed off with PBS and the slides were probed with Biotinylated secondary antibody (Cat no. BA-1000, Vector Laboratories, 1:200) and VECTASTAIN Elite ABC HRP reagent (Cat no. PK-6100, Vector Laboratories) for 1 h and 30 min at room temperature. Color development was achieved by treatment with the chromogen DAB (SK-4100, Vector Laboratories) and was carried out for 5-10 min under a microscope. The slides were then rinsed thoroughly in PBS before re-blocking with BIOXALL Blocking Solution (Cat No. SP-6000, Vector Laboratories) for 10 mins and then 2.5% normal house serum for 20 mins at room temperature. After re-blocking the slides, the slides were incubated with a mouse anti-human TGF-β1 antibody (Cat No. MAB240, R&D Systems) at a dilution of 1:50 overnight. After PBS wash, ImmPRESS AP Anti-Mouse IgG (Cat No. MP-5402, Vector Laboratories) was applied for 30 mins at room temperature and then VECTOR Red Alkaline Phosphatase Substrate Kit (Cat No. SK-5100, Vector Laboratories) was applied for red color visualization. Hematoxyline staining was also done at the end for nuclear staining.

### In vivo bioluminescent imaging of inflammation

Chemiluminescent activity of myeloperoxidase was measured at the ankle injury site to monitor inflammation. After i.p. injection of the RediJect inflammation probe (150 μl/mouse, 200 mg/kg) animals were imaged using the IVIS Spectrum imaging system (PerkinElmer). Bioluminescence images were acquired for 5 min with F/stop = 1 and binning factor = 8. Planar bioluminescent images were presented in photon/sec/cm^2^/sr with minimal and maximal thresholds indicated. Living Image software was used to calculate peak total bioluminescent signal at the injury site using through standardized region of interest (ROIs). Data were presented as total flux in photos per second per ROI.

### MicroCT

Mouse hind limbs were harvested and imaged 9-weeks post-injury (Bruker MicroCT, 35 μm resolution and 357 μA/70 kV/beam). Scans were analyzed by blinded operators manually splining around ectopic tissue and computing volumes at multiple thresholds (GE Healthcare v2.2, Parallax Innovations rc18): unthresholded volume corresponding to total ectopic tissue in addition to 800 hounsfield units (HU) and 1250 HU ectopic bone. In addition to total ectopic bone, analyses were further subdivided between ectopic bone contiguous to or proximal to the tibial-fibular confluence and bone distal to this landmark, defined as proximal and distal HO respectively. Cortical thickness of native bone was measured at the proximal tibia. After identifying the fuse point between tibia and fibula at the mid-diaphysis, a region 0.350–3.800 mm above this anatomical landmark was isolated and then quantified at 1250 HU for mean cortical thickness (Microview 2.2, GE Healthcare Microview).

### Single cell RNA sequencing using 10× genomics

Tissues harvested from the extremity injury site were digested for 45 min in 0.3% Type 1 Collagenase and 0.4% Dispase II (Gibco) in Roswell Park Memorial Institute (RPMI) medium at 37 °C under constant agitation at 120 rpm. Digestions were subsequently quenched with 10% FBS RPMI and filtered through 40μm sterile strainers. Cells were then washed in PBS with 0.04% BSA, counted and resuspended at a concentration of ~1000 cells/μl. Cell viability was assessed with Trypan blue exclusion on a Countess II (Thermo Fisher Scientific) automated counter and only samples with >85% viability were processed for further sequencing.

Single-cell 3’ library generation was performed on the 10× Genomics Chromium Controller following the manufacturers protocol for the v2 reagent kit (10× Genomics, Pleasanton, CA, USA). Cell suspensions were loaded onto a Chromium Single-Cell A chip along with reverse transcription (RT) master mix and single cell 3’ gel beads, aiming for 2000–6000 cells per channel. In this experiment, 8700 cells were encapsulated into emulsion droplets at a concentration of 700–1200 cells/ul which targets 5000 single cells with an expected multiplet rate of 3.9%. Following generation of single-cell gel bead-in-emulsions (GEMs), reverse transcription was performed and the resulting Post GEM-RT product was cleaned up using DynaBeads MyOne Silane beads (Thermo Fisher Scientific, Waltham, MA, USA). The cDNA was amplified, SPRIselect (Beckman Coulter, Brea, CA, USA) cleaned and quantified then enzymatically fragmented and size selected using SPRIselect beads to optimize the cDNA amplicon size prior to library construction. An additional round of double-sided SPRI bead cleanup is performed after end repair and A-tailing. Another single-sided cleanup is done after adapter ligation. Indexes were added during PCR amplification and a final double-sided SPRI cleanup was performed. Libraries were quantified by Kapa qPCR for Illumina Adapters (Roche) and size was determined by Agilent tapestation D1000 tapes. Read 1 primer sequence are added to the molecules during GEM incubation. P5, P7 and sample index and read 2 primer sequence are added during library construction via end repair, A-tailing, adaptor ligation and PCR. Libraries were generated with unique sample indices (SI) for each sample. Libraries were sequenced on a HiSeq 4000, (Illumina, San Diego, CA, USA) using a HiSeq 4000 PE Cluster Kit (PN PE-410-1001) with HiSeq 4000 SBS Kit (100 cycles, PN FC-410-1002) reagents, loaded at 200 pM following Illumina’s denaturing and dilution recommendations. The run configuration was 26 × 8 × 98 cycles for Read 1, Index and Read 2, respectively. Cell Ranger Single Cell Software Suite 1.3 was used to perform sample de-multiplexing, barcode processing, and single cell gene counting (Alignment, Barcoding and UMI Count) at the University of Michigan Biomedical Core Facilities DNA Sequencing Core.

### Bioinformatics analysis of single cell sequencing data

A total of ~500 million reads were generated from the 10× Genomics sequencing analysis for each of the replicates. The sequencing data was first pre-processed using the 10× Genomics software Cell Ranger (10× Genomics, Pleasanton, CA, USA); this step includes alignment against mm10 genome. 

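After the filters on genes and mitochondrial UMIs, the median number of genes per cell of a library was 2386 ± 473 (SD, n = 19 libraries) on average. By group the library medians ranged from 1453 to 1820 at day 0, 2680 to 2841 at day 3, 2273 to 2540.5 at day 7, 2729 to 3215 at day 21 and 2071 to 2524 at day 7 with p7N3. The shares of aligned reads were not analysed here.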

The Cell ranger summary indicated 94% of the input reads as aligned with ~2600 median genes/cell. Further downstream analysis steps were performed using the Seurat R package^43^. We filtered out cells with less than 500 genes per cell and with more than 25% mitochondrial read content. The downstream analysis steps for each sample type include normalization, identification of highly variable genes across the single cells, scaling based on number of UMI and batch effect, dimensionality reduction (PCA, and t-SNE), un-supervised clustering, and the discovery of differentially expressed cell-type specific markers. Comparison between the sample types was performed by canonical correlation analysis function embedded in Seurat R package. After identifying the common sources of variation between the two datasets, the cells from the two datasets were aligned together and clustered using un-supervised clustering. The differentially expressed genes between the aligned clusters were identified using negative binomial test. 

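The counts of day 7 hold 13414 cells without peptide and 11426 with p7N3 after the limits of 500 genes and 25% mitochondrial UMIs. In replicates 1 to 3 alone there are 10511 and 8899.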

For the canonical correlation of PBS and CD47, 12677 and 10,765 cells from the PBS and CD47 groups, respectively, were aligned using un-supervised clustering. 

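The limits of 500 genes and 25% mitochondrial UMIs left 28115 cells in the time course, 22380 of them in replicates 1 to 3. The cells of replicates 1 to 3 numbered 2685 at day 0, 5795 at day 3, 10511 at day 7 and 3389 at day 21.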

Canonical analysis from the time course used a total of 13,364 cells, 3815 from day 0, 3245 from day 3, 3144 from day 7 and 3160 from day 21 that were aligned by un-supervised clustering. Trajectory analysis of the macrophage specific cluster from the canonical analysis of the time course samples (clusters 1, 3, 4, and 7) was performed using Monocle2^44^.

### Microarray differential expression analysis

Severe burn blood microarray data was obtained from GEO (accession: GSE37069). Blood samples post burn (*n* = 553) were compared to healthy control blood samples (*n* = 37) using Limma (citation: https://link.springer.com/chapter/10.1007/0-387-29362-0_23).

### Gene signature GSEA analysis

For each gene a rank list was generated by ordering each gene in the differential expression analysis by a metric multiplying the limma (Anders and Huber, 2010) log-fold-change value (logFC) by the *p*-value (p.adj). These rank lists were used in a weighted, pre-ranked GSEA (Subramanian et al., 2005) analysis against MSigDBv5 (Liberzon et al., 2011). Significant associations were determined for any gene set having an FWER p-value below 0.01.

### Multiplex Cytokine Analysis

Cytokine and chemokine levels, including TGFβ1, TGFβ2, and TGFβ3, in plasma and tissue homogenates were measured using luminex multiplex bead-based analysis (EMD Millipore, Burlington, MA). Data were collected on a Bio-Plex 200 system following the manufacturer’s protocols. All data shown fell within the linear portion of the appropriate standard curves. Total protein was determined via Bradford assay (Thermo Fisher Scientific) and used to normalize analyte concentrations to pg/mg of total protein.

### RNA isolation and qPCR

Harvested cells were added to TRIzol reagent (Ambion/Life Technologies) and RNA was purified using RNeasy Mini Kit from (Qiagen) following the manufactures procedure with added DNAse digestion. RNA was converted to cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) following the manufactures procedure. The cDNA was then diluted 1:5. TaqMan FAM-MGB primer/probe mixes (Supplemental Table 4) were obtained from ThermoFischer Scientific. Assays for the housekeeping gene Gapdh (Mm99999915_g1), Arg1 (Mm00475988_m1), Mrc1 (Mm01329362_m1), Nos1 (Mm01208059_m1), and Tgfb1 (Mm01178820_m1) were used. RT-qPCR reaction mix was prepared according to manufactures protocol for TaqMan (Applied Biosystems). In 96-well plates, 5 µl of diluted cDNA and 5 μl of TaqMan master mix was added in a 1:1 ratio for total volume of 10 µLs. Plates were organized to have technical triplicate for each gene expression. The plates were run in an Applied Biosystems 7500 Real Time qPCR cycler. Gene expression was normalized to Gapdh (dCt), and displayed as 2^-(dCt).

### Western blot analysis

Tissue was homogenized with mortar and pestle. Cells lysed with RIPA buffer lysis system (sc-24948A) and assessed for total protein using Pierce BCA Protein Assay Kit (cat no. 23225). Proteins from lysate were separated on NuPAGE 4–12% bis-tris Gel (NP0335BOX) with NuPAGE SDS running buffer (NP0001). Protein was transferred to PVDF membrane (IPVH00010) in NuPAGE transfer buffer (NP0006). Membrane was washed in wash buffer (1× TBS 0.05% Tween-20). One hour at room temperature in 5% milk protein in wash buffer (block solution) for 1 h. Incubated with primary antibody diluted in 5% BSA in wash buffer. Appropriate HRP linked secondary was diluted in block solution. Original uncropped immunoblots can be found in the corresponding source data file to this manuscript. FIJI and excel were used for quantification.

### Phagocytosis assay

50,000 FACS sorted macrophages from 3 day burn/tenotomy mice treated with either PBS or p7N3 were plated in an 8 well chamber slide. These were allowed to settle down and attach to the plate. Cells were treated with pHrodo green *E. coli* bioparticles (Invitrogen) according to the manufacturer’s protocol. After 90 min of incubation, cells were washed, and chambers removed. Macrophages Slides were placed into 1× PBS in plastic petri dish and imaged with 25× dipping lens on Leica SP5 Confocal Laser Scanning Microscope (University of Michigan Molecular Imaging Lab). Cells were excited with 405 nm Diode light (5% power) for Hoescht stain and pseudo-colored blue, and at 495 nm (white light laser, 70% power) for pHrodo green STP ester dye. Emitted light was captured by detectors at 415–470 nm and 505–570 nm, respectively. Images were taken of random locations of the slide until about 25 cells per mouse were imaged. Images were then quantified in Image J for percentage of pHrodo+ cells. Images were then separated by blue and green channels and converted into 8-bit images. Full panel auto-thresholding was performed to determine most accurate threshold algorithm. Max entropy algorithm was selected and utilized to auto-threshold images in each channel. Blue and green channel overlays were used to determine cell circularity, roundness, and solidity. Green channel mean florescent intensity was measured to determine pHrodo uptake.

### Statistical analysis

Primary outcome of interest for a priori power analysis is volume of mature ectopic bone formation. To detect 50% decrease from 7.5 mm^3^ (with standard deviation of 2.2 mm^3^) in untreated mice at significance level of 0.05 and power of 0.80, at least three mice were required per group. Means and SD were calculated from numerical data, as presented in text, figures, and figure legends. Bar graphs represent means with error bars specifying one SD. Pairwise comparisons were conducted with Student’s *t*-test after confirmation for homoscedasticity via F-Test. *P*-values included in figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Single cell data is deposited in GEO (GSE126060). RNA sequencing data of human data was obtained from GEO and is available online (accession: GSE37069). Mouse RNA sequencing is deposited in GEO (GSE126118). The source data underlying Figs. 1a–e, 2b, d, 3b–d, 3f, 5b, 5e–h, 6b–d, and 6f–g, Supplemental Figs. 1–7, and Supplemental Tables 1–4 are provided as a Source Data file.

## Source Data

Source Data

# Supplementary material for: Regulation of heterotopic ossification by monocytes in a mouse model of aberrant wound healing
**Source:** Nat Commun. 2020 Feb 5;11:722. doi: 10.1038/s41467-019-14172-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Information:

Regulation of heterotopic ossification through local inflammatory monocytes in a mouse model of aberrant wound healing

Sorkin et al.

**Supplemental Figure 1.** Plasma cyto/chemokine levels. Data are shown as the median and interquartile range. Changes in cytokines and chemokines across day 3 and day 7 vs day 0 were analyzed by an analysis of variance (ANOVA) with post-hoc Dunnett test (n=3 mice/time point). Non-heteroscedastic data identified by Levene's test for

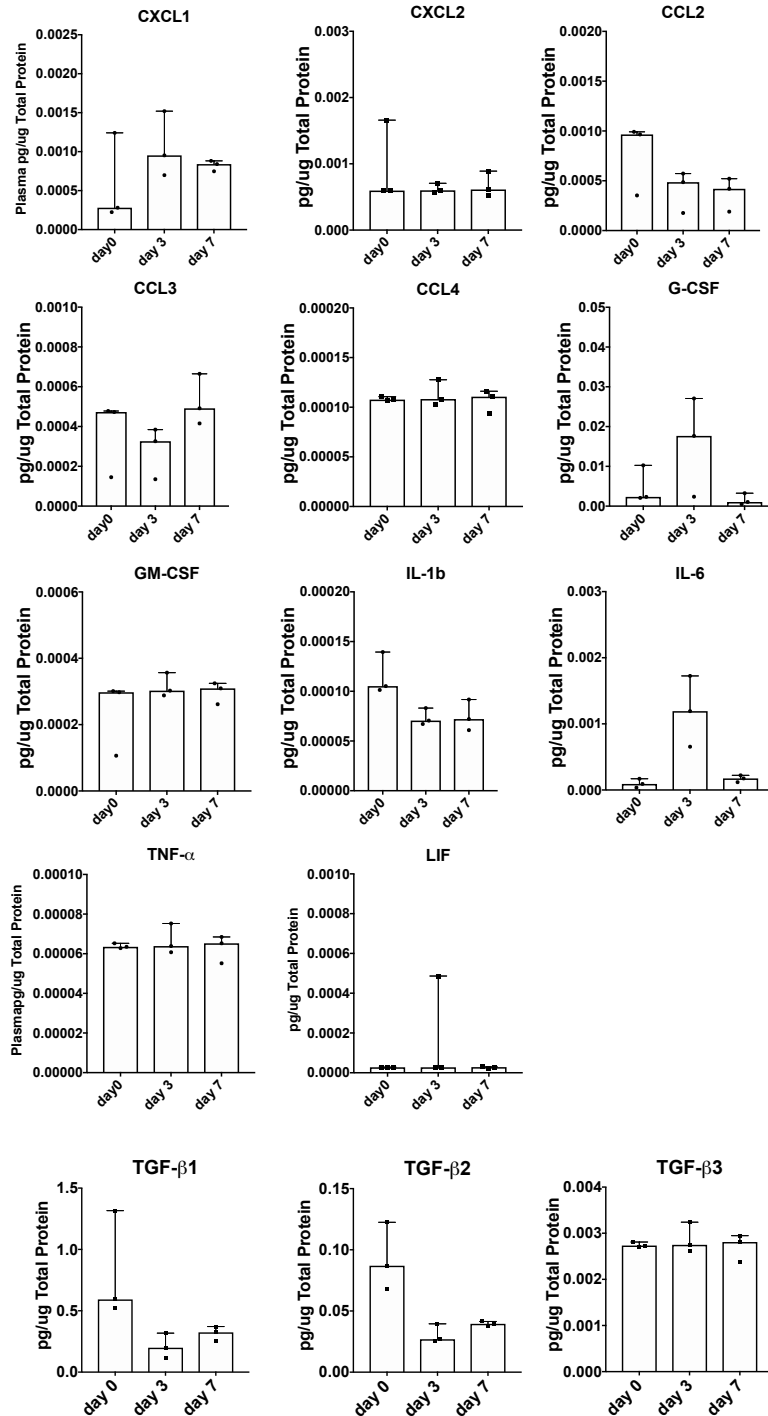

homogeneity of variances were alternatively analyzed by Welch statistic and post-hoc Dunnett T3. Degrees of freedom (df or df1) across samples = 2. F statistic and significant post-hoc p-values respectively:  
CXCL1: 0.587, CXCL2: 0.388, CCL2: 1.259, CCL3: 2.295, CCL4: 0.178, G-CSF: 2.736, GM-CSF: 1.099, IL-1b: 6.732, p(D0 vs. D3)=0.032, p(D0 vs. D7)=0.036, IL-6: 11.394, p(D0 vs. D3)=0.009, TNF- $\alpha$ : 0.303, TGF- $\beta$ 1: 2.746, p(D0 vs. D3)=0.009, TGF- $\beta$ 2: 12.294, p(D0 vs. D3)=0.027, p(D0 vs. D7)=0.007, TGF- $\beta$ 3: 0.303, LIF: .994. \*p<.05 \*\*p<.01. Source data are provided as a Source Data file.

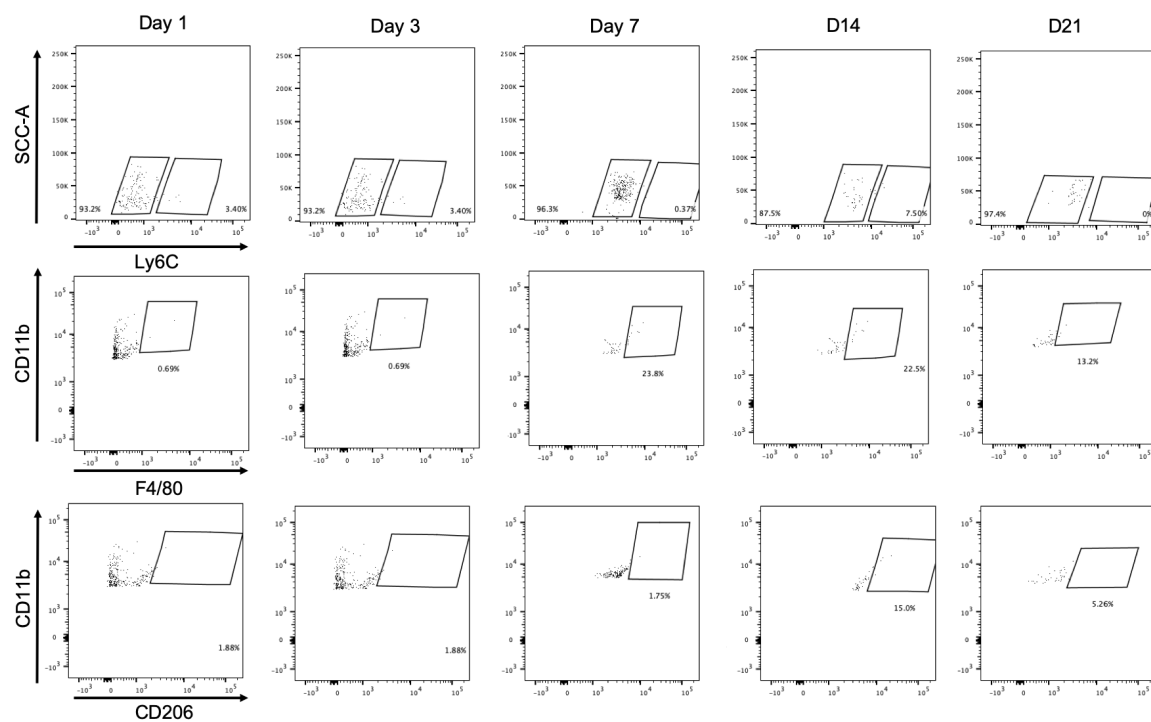

**Supplemental Figure 2.** Negative gates of HO site flow cytometry. Flow cytometry plots showing negative gating strategy for Ly6C, F4/80 and CD206 across the individual time points.

## Tissue Homogenates

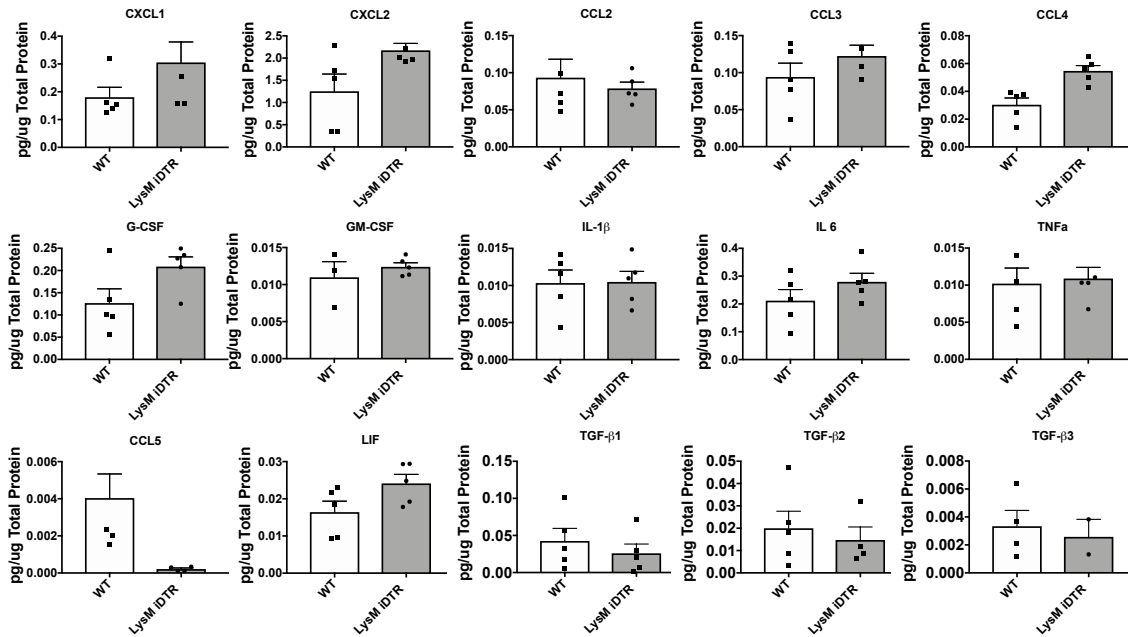

## Plasma

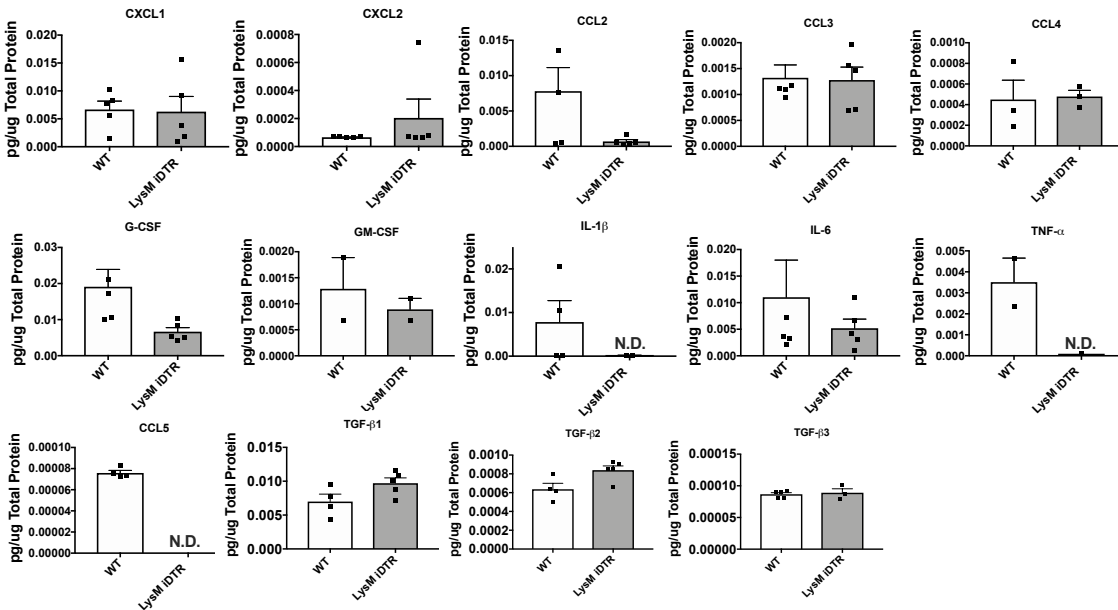

**Supplemental Figure 3.** Homogenate and Plasma levels of cytokines/chemokines after monocyte depletion using LysMCre-*iDTR* or control WT mice (n=5 mice/group). Injury site homogenate and plasma at day 3 from LysMCre-*iDTR* and litter mate control mice, where monocytes/macrophages were depleted by pre-injection of diphtheria toxin (DT) two days before the B/T, the day of B/T and at day 2 after the B/T. Source data are provided as a Source Data file.

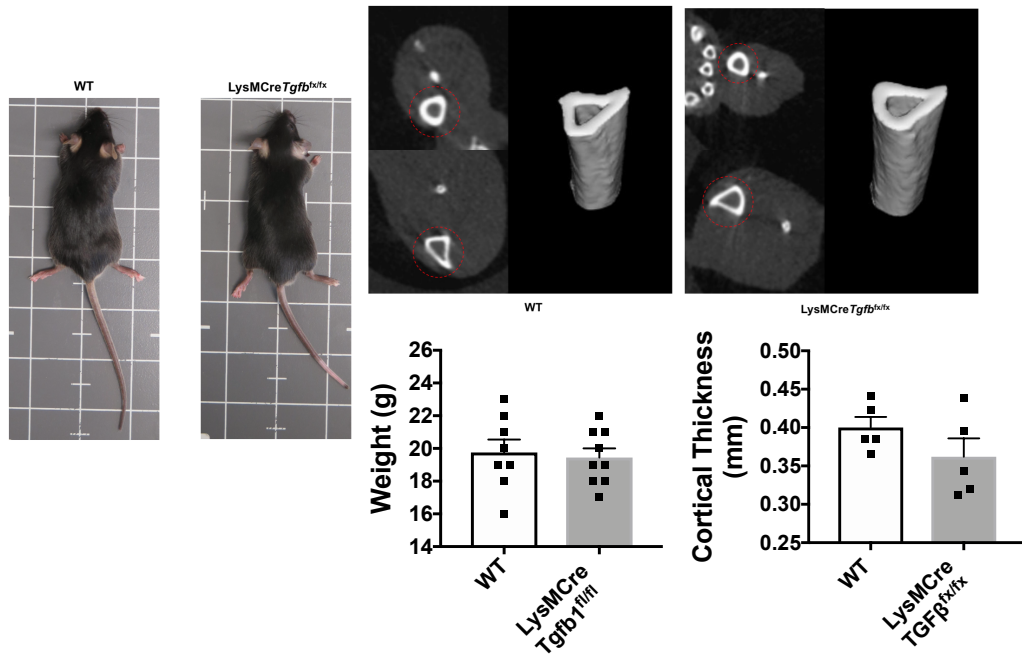

**Supplemental Figure 4.** LysMcre/Tgfb1<sup>fl/fl</sup> and wild type mice do not differ in size, weight, or tibial thickness. A. Top: images of wild type and LysMcre/Tgfb1<sup>fl/fl</sup> mice. Bottom: mean weights from mice in either WT or LysMcre/Tgfb1<sup>fl/fl</sup> groups. B. Quantification of mean cortical tibial thickness from MicroCT scans of WT and LysMcre/Tgfb1<sup>fl/fl</sup> mice (n=5/group, t=-0.121, df=8, p=0.907) Source data are provided as a Source Data file.

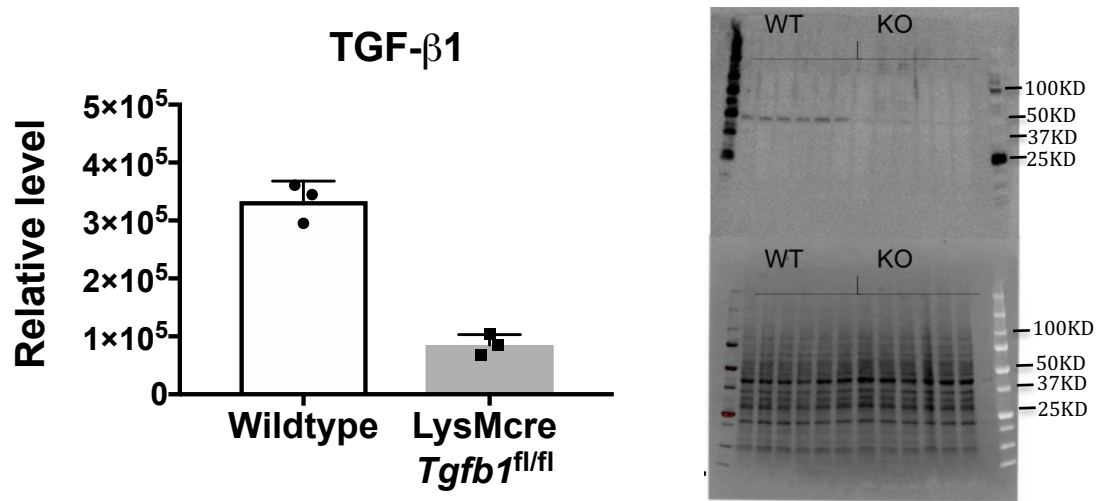

**Supplemental Figure 5.** TGF-β1 expression is reduced in LysMCre-*Tgfb1*<sup>fl/fl</sup> bone marrow derived macrophages. Bone marrow was flushed from 4-week-old WT (C57B6) or KO (LysMCre-*Tgfb1*<sup>fl/fl</sup>) mice and macrophages induced in culture with 30ng/ml M-CSF for 5 days. Western blot revealed a significant decrease in TGF-β1. Graph represents TGF-β1 expression (seen in Western blot; right, top panel) normalized to loading signal (right, bottom panel). n=3/gp (run in duplicate; t test: p=0.0004, t=11.15, df=4) error bars represent SD. Source data are provided as a Source Data file.

## Tissue Homogenate

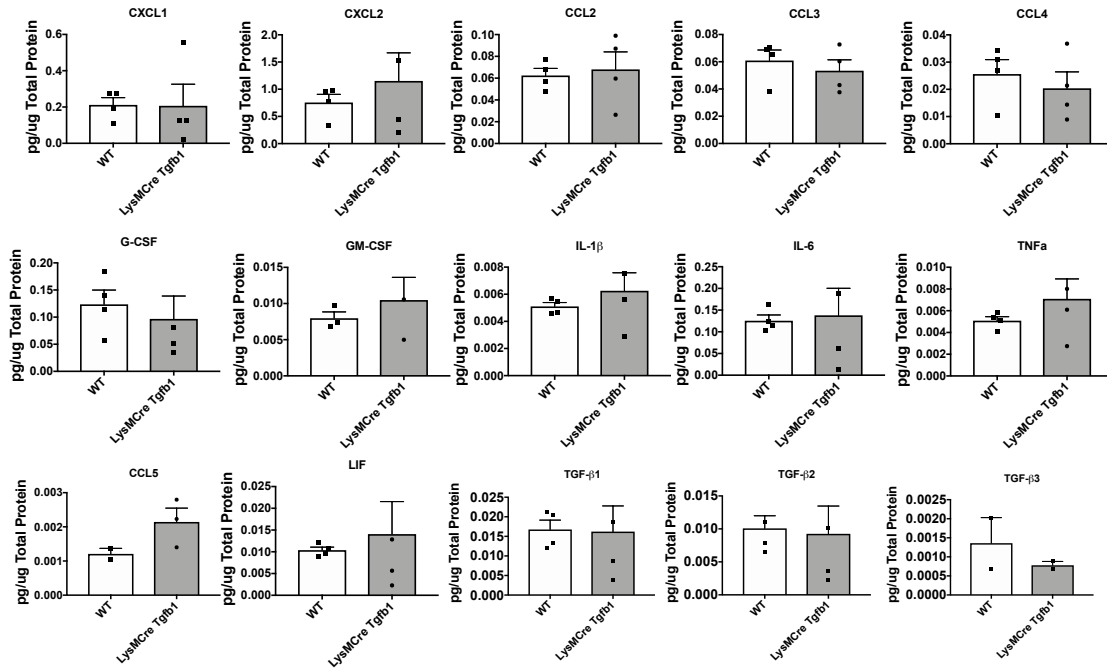

## Plasma

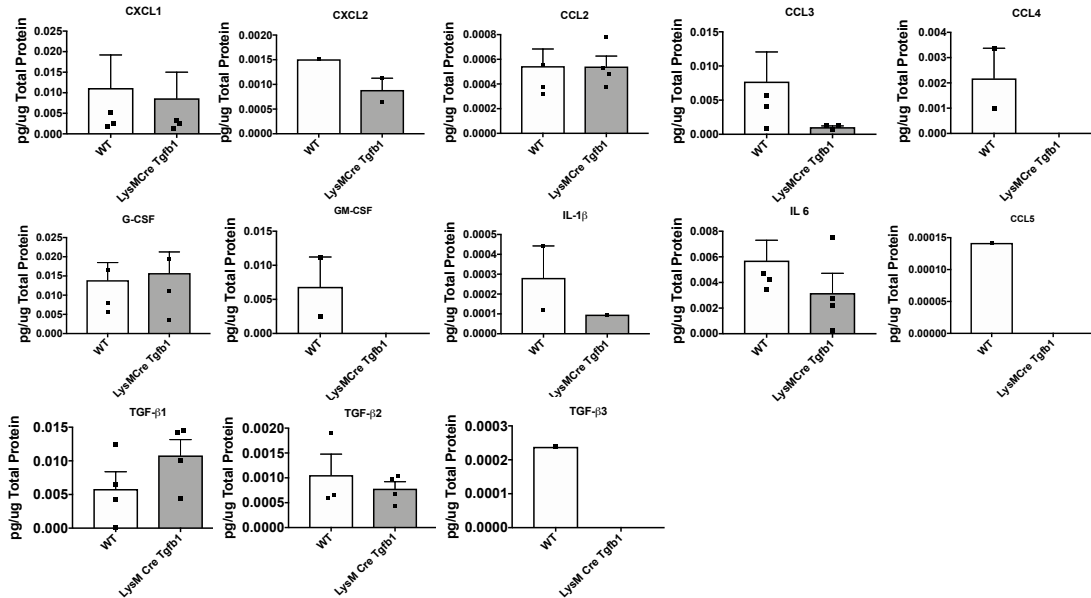

**Supplemental Figure 6.** Homogenate and Plasma levels of cytokines/chemokines after monocyte depletion using LysMCre-*Tgfb1*<sup>fl/fl</sup> mice (n=4 mice/group). Source data are provided as a Source Data file.

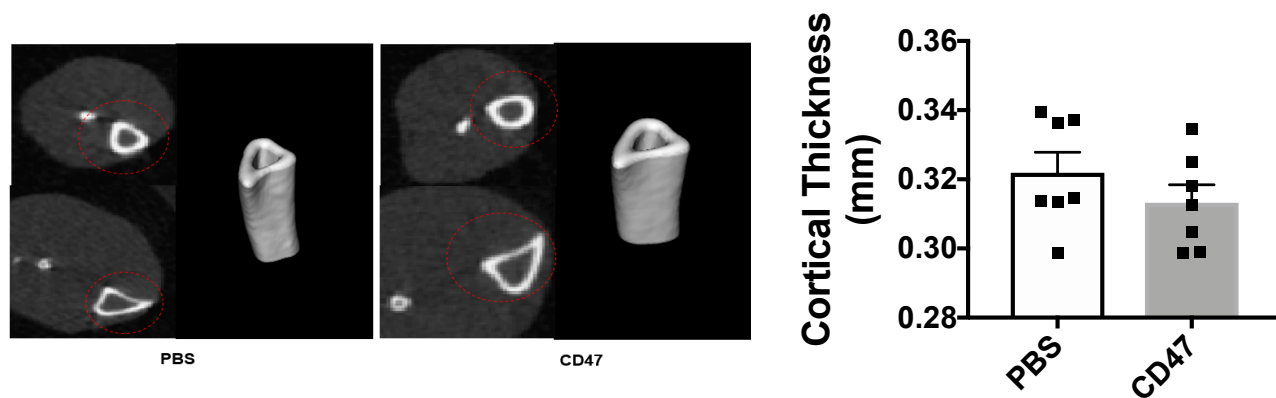

**Supplemental Figure 7.** Treatment with CD47 activating peptide p7N3 does not result in changes in tibial thickness of mice. Top: Quantification of mean cortical tibial thickness from MicroCT scans ( $n=7/\text{group}$ ,  $t=1.103$ ,  $df=12$ ,  $p=0.292$ ). Bottom: Representative MicroCT scan images from tibias of PBS and CD47 peptide (p7N3) treated mice. Source data are provided as a Source Data file.

**Supplemental Table 1:** Top gene expression of day 3 TGF- $\beta$  expressing clusters.

| <b>p_val</b>     | <b>avg_logFC</b> | <b>pct.1</b> | <b>pct.2</b> | <b>p_val_adj</b> | <b>cluster</b> | <b>gene</b> |
|------------------|------------------|--------------|--------------|------------------|----------------|-------------|
| <b>0</b>         | 1.47036156       | 0.979        | 0.66         | 0                | 0              | Plac8       |
| <b>0</b>         | 1.32737263       | 0.907        | 0.353        | 0                | 0              | Ifitm6      |
| <b>3.73E-179</b> | 1.31302633       | 0.817        | 0.512        | 6.57E-175        | 0              | Chil3       |
| <b>4.79E-299</b> | 1.15385338       | 0.848        | 0.343        | 8.43E-295        | 0              | Ly6c2       |
| <b>1.97E-266</b> | 1.07680069       | 0.98         | 0.844        | 3.47E-262        | 0              | Thbs1       |
| <b>0</b>         | 1.06899311       | 0.983        | 0.68         | 0                | 0              | Hp          |
| <b>0</b>         | 1.02867456       | 0.967        | 0.623        | 0                | 0              | Gsr         |
| <b>0</b>         | 0.98573785       | 0.825        | 0.316        | 0                | 0              | Vcan        |
| <b>2.27E-288</b> | 0.94741447       | 0.832        | 0.315        | 3.99E-284        | 0              | F10         |
| <b>4.51E-283</b> | 0.94567273       | 0.77         | 0.221        | 7.94E-279        | 0              | Gm9733      |
| <b>0</b>         | 2.4728712        | 0.84         | 0.292        | 0                | 1              | Arg1        |
| <b>5.01E-158</b> | 2.05073848       | 0.97         | 0.884        | 8.81E-154        | 1              | Spp1        |
| <b>3.25E-66</b>  | 1.63075966       | 0.512        | 0.29         | 5.72E-62         | 1              | Cxcl3       |
| <b>5.61E-37</b>  | 1.12059119       | 0.165        | 0.048        | 9.87E-33         | 1              | Mmp12       |
| <b>5.00E-108</b> | 1.06784211       | 0.988        | 0.947        | 8.81E-104        | 1              | Pf4         |
| <b>3.52E-133</b> | 1.05879712       | 0.989        | 0.936        | 6.20E-129        | 1              | Ctsl        |
| <b>2.60E-160</b> | 1.02772177       | 0.865        | 0.568        | 4.58E-156        | 1              | Hilpda      |
| <b>4.69E-17</b>  | 1.02137961       | 0.228        | 0.128        | 8.25E-13         | 1              | Ppbp        |
| <b>4.31E-81</b>  | 0.9504383        | 0.49         | 0.215        | 7.59E-77         | 1              | Cd36        |
| <b>3.46E-178</b> | 0.9223303        | 0.988        | 0.899        | 6.10E-174        | 1              | Mif         |
| <b>1.72E-86</b>  | 0.77324378       | 0.933        | 0.832        | 3.03E-82         | 3              | H2-Aa       |
| <b>3.61E-111</b> | 0.76874144       | 0.997        | 0.974        | 6.36E-107        | 3              | Cd74        |
| <b>3.40E-78</b>  | 0.72232396       | 0.906        | 0.748        | 5.99E-74         | 3              | H2-Eb1      |
| <b>1.79E-149</b> | 0.67948462       | 0.991        | 0.816        | 3.14E-145        | 3              | Aifl        |
| <b>4.87E-164</b> | 0.66808656       | 1            | 0.921        | 8.57E-160        | 3              | Ctsc        |
| <b>3.51E-87</b>  | 0.6639899        | 0.96         | 0.898        | 6.18E-83         | 3              | H2-Ab1      |
| <b>3.39E-86</b>  | 0.59492665       | 0.978        | 0.911        | 5.98E-82         | 3              | Marcksl1    |
| <b>4.67E-123</b> | 0.57249586       | 0.974        | 0.758        | 8.22E-119        | 3              | AF251705    |
| <b>4.22E-79</b>  | 0.52282696       | 0.993        | 0.949        | 7.44E-75         | 3              | Tgfb1       |
| <b>1.81E-88</b>  | 0.51670001       | 0.979        | 0.716        | 3.19E-84         | 3              | Ccr2        |

**Supplemental Table 2:** Common Macrophage Subsets at HO site in PBS and CD47 activating peptide treatment.

| Cluster # |      | Gene   |
|-----------|------|--------|
| PBS       | CD47 |        |
| 4         | 1    | Spp1   |
|           |      | Arg1   |
|           |      | Lgals3 |
|           |      | Cstb   |
|           |      | Cd36   |
|           |      | Prdx1  |
|           |      | Mmp12  |
|           |      |        |
| 3         | 3    | Plac8  |
|           |      | Ccr2   |
|           |      | Cd52   |
|           |      | Il1b   |
|           |      | H2-Eb1 |
|           |      | H2-Aa  |
| 1         | 2    | Sepp1  |
|           |      | C1qa   |
|           |      | Apoe   |
|           |      | C1qb   |
|           |      | C1qc   |
|           |      | Aifl   |
|           |      | Trem2  |
|           |      | Lyz2   |

**Supplemental Table 3:** Unique Macrophage Subsets at HO site with CD47 activating peptide treatment

| Gene        | Avg. Fold Change | % Expression in cluster | % Expression all other clusters | Adjusted p-val | Cluster # |
|-------------|------------------|-------------------------|---------------------------------|----------------|-----------|
| <b>PBS</b>  |                  |                         |                                 |                |           |
| Ccl4        | 1.92741015       | 0.594                   | 0.175                           | 1.89E-171      | 9         |
| Ccl3        | 1.428509938      | 0.544                   | 0.125                           | 4.42E-194      | 9         |
| Mrc1        | 1.325374474      | 0.847                   | 0.249                           | 9.71E-263      | 9         |
| Cd83        | 1.305317037      | 0.797                   | 0.189                           | 1.29E-302      | 9         |
| Isg15       | 2.096509936      | 0.908                   | 0.2                             | 5.41E-177      | 12        |
| Ccl12       | 1.981830311      | 0.638                   | 0.093                           | 6.41E-153      | 12        |
| Ifit3       | 1.893926081      | 0.85                    | 0.058                           | 0              | 12        |
| Irf7        | 1.803168506      | 0.932                   | 0.187                           | 1.11E-197      | 12        |
| Fcgr1       | 1.502130958      | 0.937                   | 0.243                           | 6.60E-152      | 12        |
| Ifit1       | 1.44619128       | 0.643                   | 0.059                           | 4.30E-247      | 12        |
| <b>CD47</b> |                  |                         |                                 |                |           |
| Folr2       | 1.688539551      | 0.671                   | 0.099                           | 0              | 6         |
| Mrc1        | 1.623389766      | 0.925                   | 0.243                           | 0              | 6         |
| Ccl12       | 1.615203405      | 0.58                    | 0.077                           | 0              | 6         |
| Cbr2        | 1.444270202      | 0.629                   | 0.071                           | 0              | 6         |
| F13a1       | 1.294819395      | 0.765                   | 0.203                           | 0              | 6         |
| Fcrls       | 1.281069482      | 0.699                   | 0.092                           | 0              | 6         |
| Clec10a     | 1.234401091      | 0.603                   | 0.126                           | 2.6929E-301    | 6         |
| Cxcl3       | 4.773273925      | 0.963                   | 0.1                             | 4.6591E-167    | 12        |
| Ccl3        | 4.597986709      | 1                       | 0.22                            | 3.71915E-95    | 12        |
| Csf3        | 3.566634486      | 0.768                   | 0.022                           | 0              | 12        |
| Serpnb2     | 3.413322798      | 0.707                   | 0.011                           | 0              | 12        |
| Il1a        | 3.274139858      | 0.976                   | 0.022                           | 0              | 12        |
| Arg1        | 2.644316173      | 0.939                   | 0.114                           | 1.8472E-131    | 12        |
| Il1rn       | 2.623427277      | 0.915                   | 0.218                           | 7.91127E-72    | 12        |
| Nos2        | 2.210727868      | 0.78                    | 0.01                            | 0              | 12        |
| Inhba       | 2.065551886      | 0.805                   | 0.063                           | 1.3879E-168    | 12        |
| Egln3       | 1.497285254      | 0.72                    | 0.022                           | 0              | 12        |
| Ero1l       | 1.483284038      | 0.841                   | 0.19                            | 1.16011E-66    | 12        |

**Supplemental Table 4:** Taqman primer/probe assays used for QPCR.

| Gene                          |     | Lot     | Assay ID      |
|-------------------------------|-----|---------|---------------|
| <i>Gapdh</i>                  | FAM | 1593842 | Mm99999915_g1 |
| <i>Nos1</i>                   | FAM | 1732158 | Mm01208059_m1 |
| <i>Arg1</i>                   | FAM | 1712842 | Mm00475988_m1 |
| <i>Mrc1</i>                   | FAM | 1721427 | Mm01329362_m1 |
| <i>Tgf<math>\beta</math>1</i> | FAM | 1730281 | Mm01178820_m1 |

# Supplementary material for: Regulation of heterotopic ossification by monocytes in a mouse model of aberrant wound healing
**Source:** Nat Commun. 2020 Feb 5;11:722. doi: 10.1038/s41467-019-14172-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

10x genomics; BD FACSDIVA (v8.0), Leica TCS SP8 and Leica SP5 Confocal Scanning Microscope, ABI 7900HT, bioplex 200, Bruker MicroCT, IVIS spectral imager, Olympus BX-51

Data analysis

SPSS (v25), FlowJo (v10.5.0), LAS X, GE systems Parallax Microview, ImageJ (e1.52), Prism (v.7), cell ranger, R studio, GSEA, Olympus DP Viewer

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Single cell data is deposited in GEO (GSE126060). RNA sequencing data of human data was obtained from GEO and is available online (GSE37069). Mouse RNA sequencing is deposited in GEO (GSE126118).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No power calculation was performed. Sample size was determined during experimental design based on the experiment and type of measurements being performed based on previous experience with data variation with each technique.                                                                                                                      |
| Data exclusions | No data exclusion was performed.                                                                                                                                                                                                                                                                                                                      |
| Replication     | Single cell experiments were performed in triplicate for each time point to determine mouse variability. Protein luminex were performed once with at least three mice in each group. Histology samples were performed with at least 3 mice for each treatment/group. Mouse treatment studies (clodronate/p7N3) were performed in at least triplicate. |
| Randomization   | All mice for this study were randomized. Litter mates were used in experiments where possible.                                                                                                                                                                                                                                                        |
| Blinding        | Blinding in this study was accomplished by having one investigator performing the surgeries and a second independent investigator collecting and analyzing the data. Once data was analyzed, treatment groups or mouse genotypes were revealed.                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>FITC:Ly6C (BD bioscience) 1:200 Clone:AL21</p> <p>BV510:CD11b (BD bioscience) 1:100 Clone: M1/70</p> <p>APCH7:Ly6G (BD bioscience) 1:100 Clone: 1A8</p> <p>BB700:F4/80 (BD bioscience) 1:100 Clone: T45-2342</p> <p>BV421:CD206 (BD bioscience) 1:100 Clone: C068C2</p> <p>rat anti-PDGFRa (santa cruz sc-338) 1:50 Clone: C-20</p> <p>rabbit anti-sox9 (abcam ab185230) 1:50 Clone: EPR14335</p> <p>rabbit anti-TGFB1 (Novus NBP1-45891) 1:50 Clone: N/A</p> <p>rat anti-CD16/32 (BD 553141) 1:50 Clone: 2.4G2</p> <p>goat anti-CD206 (RD AF2535) 1:50 Clone: N/A</p> <p>rat anti-F4/80 (abcam ab6640) 1:50 Clone: A3-1</p> <p>rabbit anti-pSMAD3 (Novus NBP1-77836) 1:50 Clone: N/A</p> <p>donkey anti-rat alexa fluor 594 (Jackson 712-586-153) 1:200</p> <p>donkey anti-rabbit alexa fluor 488 (Invitrogen A-21208) 1:200</p> <p>rabbit anti-human CD68 (Cat No. ab125212, Abcam) 1:100</p> <p>Biotinylated secondary antibody (Cat No. BA-1000, Vector Laboratories) 1:200</p> <p>mouse anti-human TGF-β1 antibody (Cat No. MAB240, R&amp;D Systems) 1:50</p> <p>IMPRESS-AP reagent Anti-Mouse IgG (Cat No. MP-5402, Vector Laboratories)</p> <p>anti-mouse SIRPa (Catalog #BE0322, Bioxcell) 100ug/mouse</p> |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Isotype control rIgG1k (Catalog# BE0088, Biorxiv) 100ug/mouse

## Validation

Compensation of samples was done with antibody labeled beads, and isotype controls were used to determine negative populations by flow cytometry. Western antibodies were validated in house and all antibodies used had validated statement provided on the product manufacturer websites for use with proper applications.

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Mice: young adult male (6–10 weeks old) C57BL/6J mice were purchased from Jackson Laboratories (Bar Harbor, ME). C57BL/6J background LysM-Cre/Tgfb1fl/fl (compared to strain and age matched control), LysM-Cre/IDTRfl/fl (compared to littermate control) and LysM-Cre/mTmGfl/fl were bred by crossing the respective alleles and then crossing heterozygous mice for both traits to obtain mice undergoing experiments. Litter mates were used as controls where possible.

### Wild animals

No wild animals were used.

### Field-collected samples

N/A

### Ethics oversight

All animal procedures were carried out in accordance with the guidelines provided in the Guide for the Use and Care of Laboratory Animals from the Institute for Laboratory Animal Research (ILAR, 2011) and were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Michigan (PRO0007390)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Soft tissue around the injury site was dissected from the posterior compartment between the muscular origin and calcaneal insertion of Achilles tendon at the indicated time points. Corresponding soft tissue including intact Achilles' tendon was also harvested from the uninjured contralateral hind limb. Tissue was digested for 45 minutes in 0.3% Type 1 Collagenase and 0.4% Dispase II (Gibco) in Roswell Park Memorial Institute (RPMI) medium at 37°C under constant agitation at 120rpm. Digestions were subsequently quenched with 10% FBS RPMI and filtered through 40µm sterile strainers. Specimens were blocked with anti-mouse CD16/32 and subsequently stained using the following antibodies: FITC:Ly6C, BV510:CD11b, APC7:Ly6G, BB700:F4/80 (BD), BV421:CD206 and BV650:MHCII (BioLegend).

#### Instrument

LSR Fortessa, BD Aria III

#### Software

BD FACS Diva (v8.0) Flow Jo (v10)

#### Cell population abundance

Cellular composition of the B/T site had previously not been defined, we determined that Neutrophils represented 19% of total cells at day 2, Monocytes represented about 40% of all cell at day 2 and 15% of all cells 3 weeks after Burn Tenotomy injury. This was determined by flow cytometry and is shown in our data in Figure 2d.

#### Gating strategy

Our gating strategy is represented in figure 2c, and is as follows: live cells were gated based on SSC-A and FSC-A. Doublet exclusion was performed using SSC-H/SSC-W gating. Viability, determined by PI, gated on live cells, and then CD11b by Ly6G determined Neutrophils and monocytes, and these were further separated by Ly6C expression.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

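Single cell transcripts of the injury site were analysed from 19 libraries. These were 4 of day 0, 3 of day 3, 4 of day 7 and 4 of day 21 after burn/tenotomy, and 4 of day 7 with the peptide p7N3. The authors made droplet libraries, aligned the reads with Cell Ranger to the mm10 genome and deposited matrices of UMI counts per gene and barcode, for 27998 genes, without normalization. CPM, log2 fold changes and percentages of cells were computed here from those counts. The labels name wild type mice and mice with Tgfb1 deleted in myeloid cells for the series as a whole, and assign neither genotype to a library. They name no vehicle for the day 7 libraries without peptide and give no harvest day for p7N3 replicate 4, which was taken from the paper. Differences in genotype were not analysed here, so that Tgfb1 levels are given without the genotype of the library.

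Barcodes with fewer than 500 genes or more than 25% mitochondrial UMIs were removed, and 39541 cells were kept. The UMIs in the cells of a library were 3019467 to 5383855 at day 0, 25243407 to 33704901 at day 3, 33235893 to 39870492 at day 7, 11064153 to 29233343 at day 21 and 25386054 to 35450868 with p7N3. The lower depth of day 0 makes its rare transcripts the least precise. A gene without a UMI in the day 0 monocyte/macrophage-like sums was given a floor of 3 counts, or 1.96 CPM. The floor in the day 0 stromal-like sums was 0.499 CPM. No doublets were removed in the main analysis.

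Counts were normalized and variable genes chosen with scanpy 1.11.5. Cells were clustered at a resolution of 0.8 by the Leiden method of igraph 0.11.9, on a graph of shared neighbours. The graph was built from 2000 variable genes, 30 principal components and 20 neighbours. The 74 genes for which the paper reports results were left out of the variable genes. The clustering was done for day 3, for the time course, for day 7 and p7N3 separately and together, and for all libraries. Libraries were not aligned to each other beforehand. Clusters were named from marker lists, so that their numbers and names were rebuilt and are not those of the paper. UMIs were summed per library and cell type where at least 10 cells were present. The sums were compared with edgeR 4.0.16 (quasi-likelihood, TMM factors), and DESeq2 1.42.0 was an alternative. Shares and CPM of p7N3 and day 7 were compared with exact permutation tests. An adjusted p of 0.05 was the threshold. Pseudotime was diffusion pseudotime in scanpy with 10 components, since Monocle2 was not used here. Gene lists for retinoic acid, YAP and TGF beta targets were tested with fry and camera in limma 3.58.1. Camera sets the genes of a list against all other genes, and fry tests the list by itself. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3 were used, and gene coordinates are those of GENCODE vM21 on GRCm38.

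Genes were named when the paper names them for a single cell result, or when they were among the 3 largest changes in a direction that passed the threshold, had CPM that did not overlap between the groups and reached a mean of at least 10 CPM. The comparisons, tests, thresholds, gene lists of the signatures and the first set of alternatives were chosen before the data were examined. The alternatives were DESeq2, RLE factors, no filter on low counts, at least 10 UMIs in every library, the replicate number as a block, each library left out, replicates 1 to 3 only, a single fit of all 5 groups, at most 10% mitochondrial UMIs, a higher minimum of genes per cell, removal of the top 3.9% of Scrublet scores, a Leiden resolution of 2, all genes allowed as variable genes, tenocyte-like and chondrocyte-like clusters added to the stromal-like cells, Cell Ranger's rule for calling cells in day 0 replicate 1 and, for comparisons of cell types, no library block. Cluster numbers were also taken at other resolutions and with 15 principal components, signatures with other thinning depths and a gene fewer, and pseudotime with other settings. A pair of alternatives was added after the data were seen. They were unnamed clusters with Pdgfra in at least 75% of cells added to the stromal-like cells, and unnamed clusters with Ptprc counted as immune cells.

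The pipeline was tested on simulated data with 200 genes changed 2-fold. Of these, edgeR recovered 80.5%, 47.5%, 67.5% and 83.5% in the monocyte/macrophage-like comparisons of day 3, day 7, day 21 and p7N3, and 23.5%, 69.0%, 77.0% and 81.5% in the stromal-like ones. False calls were 4.73%, 6.86%, 6.25% and 9.73% of the calls in the former and 4.08%, 6.76%, 9.94% and 9.44% in the latter, so that the share of false calls was above the 5% aimed at in 6 of 8 comparisons, those of p7N3 included. For the comparisons of cell types, edgeR recovered 87.5% with the day 3 mediators, 51.5% with the day 3 receptors and 57.5% with the day 0 markers. There 8.38%, 7.21% and 8.00% of the calls were false, also above 5%. Stromal-like cells of day 3 replicate 3 were left out of the sums, having fewer than 10 cells. Reads, alignments, flow cytometry, imaging and protein data were not analysed here.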

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

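The tests on a single library, on Y-linked transcripts in every cell and on cells of female mice were chosen after the values below had been seen. Within each group of libraries, 77 groups in all, a value far from the others was looked for, a procedure by which chance alone picks out about 1 in 20 groups.

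In p7N3 replicate 1, 3.70% of the monocyte/macrophage-like cells carried the Nos2 signature, against 0 to 0.336% in the other libraries with p7N3. The CPM of that library were 53.5 for Nos2 (others 0.891 to 3.95), 227 for Csf3 (0.713 to 26.5), 186 for Serpinb2 and 1398 for Ccl3 (113 to 329). With cell types taken at a Leiden resolution of 2, the mean share with p7N3 was 0.0217%. Without replicate 1 it was 0.202%, and the 7 cells that remained cannot decide whether the share with the signature belongs to the peptide or to a single library. The transcripts themselves were not confined to replicate 1. Replicates 2, 3 and 4 had 91, 9 and 79 UMIs of Serpinb2, against 0 to 6 in the day 7 libraries without peptide. In CPM of Serpinb2, Nos2 and Inhba each library with p7N3 was above each library without peptide (exact two-sided permutation test, p = 0.0286 for each of the 3 genes). The other signature genes overlapped between the groups. The lowest library with p7N3 had 0.713 CPM of Csf3, 5.52 of Il1a and 4.10 of Egln3, and the highest without peptide 4.90, 18.6 and 5.02. Of Nos2, replicates 2 and 3 held 9 and 5 UMIs, so that the size of the rise rests on replicate 1. Its full separation rests on 5 UMIs in replicate 3 against 6 in day 7 replicate 4 without peptide, 0.891 against 0.735 CPM. In replicate 1, RNA of granulocyte-like cells in the droplets was tested and excluded, because its Nos2 level would need 57.2% of such RNA and S100a9 allows 2.74%. The reference was 20 granulocyte-like cells of the clustering of all libraries, and not the 255 cells of the Nos2 cluster. In replicates 2 and 3 such granulocyte-like cells had 0 CPM of Nos2, so that no share could be computed. At day 3 without peptide the mean share with the Nos2 signature was 0.115%, from 1, 0 and 3 cells in replicates 1, 2 and 3, too few to judge by themselves. A day 3 cluster had 152 ± 56.1 CPM of Nos2 (SD, n = 3), a level relative to depth. The monocyte/macrophage-like clusters of day 7 without peptide had at most 0.675. The day 3 cluster was not itself monocyte/macrophage-like, so that this comparison cannot exclude the depth of the day 3 libraries as a cause. Of its 147 cells, 99 came from replicate 3 and 25 and 23 from replicates 1 and 2.

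p7N3 replicate 2 had the Folr2 signature in 6.87% of cells (others 2.37% to 3.14%) and 385 CPM of Mrc1 (304 to 317). The cause was not tested.

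Y-linked transcripts were 58.7 CPM in day 7 replicate 1 and 118 to 124 CPM in the other day 7 libraries. A lower level in every cell was excluded, since cells without a Y-linked UMI were in excess by 12.0 percentage points. Cells of female mice were excluded, since Xist had 0 UMIs and the log2 ratio of X genes that escape inactivation was -0.042. A loss in a single cell type was excluded, since the excess in endothelial-like cells, the second largest of 3 cell types, was 12.5 points.

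In stromal-like cells, 9 genes that the paper does not discuss differed with p7N3. In simulated data 9.44% of the calls of this comparison were false. Their log2 fold changes were 1.25 for Rdh10, 1.03 for Crabp2, 0.90 for Slc16a1, -0.72 for Slc40a1, -0.74 for 4930523C07Rik, -0.78 for Irs1, -0.87 for Filip1l, -1.11 for Lurap1l and -1.26 for Ctgf. A response to retinoic acid may lie behind Rdh10 and Crabp2, but the median log2 fold change of the retinoic acid list was 0.13 and the test cannot tell. For Ctgf, the YAP list had a median of -0.082 and the TGF beta list one of 0.058, and neither test can tell. Ifi27l2a and Ptger4 were called different in their response to p7N3 between monocyte/macrophage-like and stromal-like cells, by 0.77 and 0.98 on the log2 scale. At least as many genes were called in 2 of 35 regroupings of the libraries, the real one included. The other regrouping gave 4 genes, so that the calls were not told from chance. The plasmacytoid dendritic cell-like share of cells differed by -0.638 points with p7N3 (exact two-sided permutation test, p = 0.0286, the smallest possible), which did not pass the threshold after adjustment over 17 cell types (adjusted p = 0.486).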

How the results depend on the processing

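The settings with unnamed Pdgfra clusters added and with Ptprc clusters counted as immune were chosen after the results had been seen, and all others before. Of all values recomputed, 1947 kept their call, 81 lost it, 4 gained it, 53 moved by more than 1.5 times or by more than the spread of the libraries and 37 changed direction.

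Genes changed in monocyte/macrophage-like cells fell to 1989 at day 3 and 1869 at day 7 with at least 10 UMIs in every library, and to 1192 at day 21 with replicates 1 to 3. With p7N3 the number was 0, but 24 with DESeq2, 33 without a filter, and 2 with the replicate block, with replicates 1 to 3 and with a single fit of all groups. In stromal-like cells at day 3 it was 1177 with DESeq2, 852 with at least 10 UMIs in every library and 6863 with Pdgfra clusters added. Removal of high Scrublet scores, a Leiden resolution of 2 and leaving out a day 3 library, which would leave 1, were not run for stromal-like day 3.

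The 9 genes of stromal-like cells with p7N3 became 223 with DESeq2 (132 higher and 91 lower, against 3 and 6), 80 without a filter, 82 with a single fit, 260 at a Leiden resolution of 2, 5 with all genes as features, 15 with tenocyte-like clusters added and 0 with Pdgfra clusters added. Leaving a library out gave 0 to 131. The cause was not tested. The chondrogenic calls, 2 on the list alone, were 0 with the replicate block, replicates 1 to 3, a single fit, tenocyte-like or Pdgfra clusters added, 1 at a Leiden resolution of 2, and 0 to 2 with a library left out. Replicate numbers did not pair the libraries, with correlations of -0.0578 to 0.129.

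The difference in the monocyte/macrophage-like share of immune cells was -0.701 to 1.46 points with a library left out. With a library left out the Nos2 share was 0.202 to 1.44 and the Folr2 difference -1.62 to 0.411. At a Leiden resolution of 2 the Nos2 share was 0.0217, against 1.08, and the log2 fold changes of Csf3, Il1a, Inhba and Ccl3 were 0.62, 0.42, 0.41 and 0.44. The interferon difference was 0.0966 with a gene fewer. Receptors past the threshold were 3 with DESeq2 and 3 to 5 with a library left out. Correlation with Arg1 in place of pseudotime gave -0.00874 for Siglec1, -0.104 for Mrc1, -0.168 for Csf1r, -0.0494 for Tgfb1 and 0.0828 for Cd68, whose mean with pseudotime was -0.0671.

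Log2 fold changes that changed direction with a library left out were Tgfb1 at day 7 (-0.023 to 0.14) and day 21 (-0.0040 to 0.15), Sox9 at day 3 (-0.25 to 0.0033, with day 0 libraries left out only), the receptor Tgfbr3 (-0.68 to 0.29) and, with p7N3, Mrc1 (-0.091 to 0.15), Folr2 (-0.40 to 0.048), Ccl12 (-0.25 to 0.17), Isg15 (-0.080 to 0.30), Tgfb1 (-0.10 to 0.011) and Col2a1 (-0.52 to 0.60). With replicates 1 to 3 Mrc1 was -0.026 and Tgfb1 0.016. At a Leiden resolution of 2 Cxcl3 was -0.44, Isg15 -0.16, Acan 0.16 and Col2a1 0.30, and with all genes as features Col2a1 was 0.11. Sox9 at day 3 was 0.95 with tenocyte-like and 0.37 with Pdgfra clusters added.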

Differences from the paper's values

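The setting with unnamed Pdgfra clusters added, counted below for the chondrogenic genes, was chosen after the data were seen. The tally by cluster below includes an unnamed cluster of that kind. No other test was chosen for these comparisons after the result, and the other settings are those planned. Values were taken to differ when one was more than 1.5 times the other and they lay further apart than the spread of the libraries, and a setting is said to narrow the gap when it brought the value within that limit. By this rule the cluster numbers of day 3 and of p7N3 are not listed. The paper reports 12 clusters in the time course, after aligning the time points by canonical correlation analysis. Without such alignment 34 were found here, and its effect on the number was not tested. None of the other resolutions (25, 31, 38 and 40), all genes as features (36) or 15 principal components (32) reached the paper's number. For day 7 the paper reports 15 clusters and 25 were found here. Resolutions of 0.4 (17) and 0.6 (21) and 15 principal components (21) narrowed the gap without reaching the paper's number, and resolutions of 1.0 and 1.2 (29 each) and all genes as features (25) did not. For both groups together the paper reports 16, also after alignment, and 27 were found here without it. Resolutions of 0.4 (18) and 0.6 (21) and 15 principal components (23) narrowed the gap without reaching the paper's number, and resolutions of 1.0 (29) and 1.2 (33) and all genes as features (27) did not.

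The paper gives 3245 cells for day 3 and 5795 were kept here. Stricter limits on mitochondrial UMIs (5749), on genes (5723) or on Scrublet scores (5569) did not narrow the gap to that limit. For day 7 of the time course it gives 3144 and 13414 were kept. The same limits (13140, 13377 and 12891) and replicates 1 to 3 (10511) did not narrow the gap to that limit. For day 21 it gives 3160 and 5345 were kept. Replicates 1 to 3 (3389) narrowed the gap, and the limits (5230, 5338 and 5137) did not. For the whole time course it gives 13364 and 28115 were kept, with 27442, 27386, 27020 and 22380 in the same settings, none of which came within the limit.

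In the cluster with Nos2, the paper gives a share of cells of 0.78 for Nos2 and 0.282 was found here, with 0.285, 0.289, 0.283 and 0.300 in the alternative settings. For Inhba it gives 0.805 and 0.337 was found, with 0.340, 0.341, 0.340 and 0.355. None of the settings reached the paper's value. They only left out cells or libraries, and the clustering was not varied for these shares. They therefore cannot tell whether the gap depends on how the cluster was drawn.

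The paper has chondrogenic genes lower with p7N3 in a pair of its clusters, which were not matched to clusters here. Of the 5 stromal-like, tenocyte-like and Pdgfra-carrying clusters found here, Sox9 and Runx2 were lower in 1 each, Acan in 3 and Col2a1 in 2, none with an exact permutation p under 0.05. In all stromal-like cells together, none of Sox9, Runx2, Acan and Col2a1 was detectably different over all genes. Adjusted over the list alone, Sox9 and Runx2 were higher (adjusted p of 0.0390 for each, edgeR), a call that was lost in 6 of the 8 fits without a library and in several other settings, and no setting called any of the 4 lower. Of the 12 mediators of day 3, 6 were lower per UMI in monocyte/macrophage-like than in stromal-like cells. The paper credits monocyte and macrophage clusters with much of the expression and makes no comparison per UMI. It also places Cxcl1 and Ccl2 in stromal cells, and it does not place Tgfb2 and Tgfb3 in the monocyte and macrophage clusters. For these 4 of the 6 genes there is thus no conflict with the paper. Csf1r in the few lymphocyte-like cells of day 3 was not told from background. A few UMIs of Nos2 were present in clusters of day 7 without peptide, and cells with interferon genes or with Folr2 were present with and without the peptide.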

Other observations

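The test on the tenocyte-like share, the depth test of day 21 and the tally of genes kept after thinning were chosen after the result had been seen, and the others before. The number of regroupings of the libraries that gave as many changed genes as the real one, the real one included, was 1 of 35 for monocyte/macrophage-like cells at days 3, 7 and 21 and 1 of 35 for stromal-like cells at days 7 and 21 and with p7N3. It was 35 of 35 for monocyte/macrophage-like cells with p7N3, where 0 genes passed. For stromal-like cells at day 3 it was 1 of 15, for the mediators and the receptors of day 3 1 of 4 each and for the day 0 markers 1 of 8, too few regroupings to tell. In stromal-like cells the largest other regrouping called 6 genes with p7N3, against 9 for the real one, and 0 at days 7 and 21. In monocyte/macrophage-like cells at day 3 the largest other one called 959, against 3360.

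The depth of the day 0 libraries was tested by thinning the injured sums of monocyte/macrophage-like cells to the median day 0 sum, 309416 UMIs. Genes past the threshold went from 3360 to 1746 at day 3, from 3357 to 1626 at day 7 and from 1805 to 1049 at day 21. Of those left, 1690, 1531 and 996 had also passed before thinning, all of them in the same direction. The difference in depth was thus excluded as the whole cause of the changes, while the number of genes called depended on it.

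Tenocyte-like cells were 4.87% ± 1.43 (SD, n = 4) of the cells with p7N3 and 9.87% ± 6.32 without peptide, a difference of -5.00 points (exact two-sided permutation test, p = 0.171). With a library left out the difference shrank to -2.24 points, and a single library may account for it.

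In stromal-like cells with p7N3, the retinoic acid list had 8 genes higher and 4 lower, the YAP list 5 higher and 12 lower and the TGF beta list 9 higher and 7 lower. The mean log2 CPM of the list differed by 0.15 for retinoic acid, -0.18 for YAP and 0.068 for TGF beta, with adjusted p of 0.0857, 0.0857 and 0.257 in exact two-sided permutation tests. With fry the adjusted p was 0.0259 for retinoic acid and YAP, and with camera 0.112 (limma), so that only fry passed the threshold.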
